# The transcription and export complex THO/TREX contributes to transcription termination in plants

**DOI:** 10.1371/journal.pgen.1008732

**Published:** 2020-04-13

**Authors:** Ghazanfar Abbas Khan, Jules Deforges, Rodrigo S. Reis, Yi-Fang Hsieh, Jonatan Montpetit, Wojciech Antosz, Luca Santuari, Christian S. Hardtke, Klaus D. Grasser, Yves Poirier

## Abstract

Transcription termination has important regulatory functions, impacting mRNA stability, localization and translation potential. Failure to appropriately terminate transcription can also lead to read-through transcription and the synthesis of antisense RNAs which can have profound impact on gene expression. The Transcription-Export (THO/TREX) protein complex plays an important role in coupling transcription with splicing and export of mRNA. However, little is known about the role of the THO/TREX complex in the control of transcription termination. In this work, we show that two proteins of the THO/TREX complex, namely TREX COMPONENT 1 (TEX1 or THO3) and HYPER RECOMBINATION1 (HPR1 or THO1) contribute to the correct transcription termination at several loci in *Arabidopsis thaliana*. We first demonstrate this by showing defective termination in *tex1* and *hpr1* mutants at the nopaline synthase (NOS) terminator present in a T-DNA inserted between exon 1 and 3 of the *PHO1* locus in the *pho1-7* mutant. Read-through transcription beyond the NOS terminator and splicing-out of the T-DNA resulted in the generation of a near full-length *PHO1* mRNA (minus exon 2) in the *tex1 pho1-7* and *hpr1 pho1-7* double mutants, with enhanced production of a truncated PHO1 protein that retained phosphate export activity. Consequently, the strong reduction of shoot growth associated with the severe phosphate deficiency of the *pho1-7* mutant was alleviated in the *tex1 pho1-7* and *hpr1 pho1-7* double mutants. Additionally, we show that RNA termination defects in *tex1* and *hpr1* mutants leads to 3’UTR extensions in several endogenous genes. These results demonstrate that THO/TREX complex contributes to the regulation of transcription termination.

## Author summary

Production of messenger RNAs (mRNAs) involves numerous steps including initiation of transcription, elongation, splicing, termination, as well as export out of the nucleus. All these steps are highly coordinated and failure in any steps has a profound impact on the level and identity of mRNAs produced. The THO/TREX protein complex is associated with nascent RNAs and contributes to several mRNA biogenesis steps, including splicing and export. However, the contribution of the THO/TREX complex to mRNA termination was poorly defined. We have identified a role for two components of the THO/TREX complex, namely the proteins TEX1 and HPR1, in the control of transcription termination in the plant *Arabidopsis thaliana*. We show that the *tex1* and *hpr1* mutants have defects in terminating mRNA at the nopaline synthase (NOS) terminator found in a T-DNA insertion mutant leading to the transcriptional read-through pass the NOS terminator. We also show that *tex1* and *hpr1* mutants have defects in mRNA termination at several endogenous genes, leading to the production of 3’UTR extensions. Together, these results highlight a role for the THO/TREX complex in mRNA termination.

## Introduction

In eukaryotes, mRNAs are generated by several dynamic and coordinated processes including transcriptional initiation, elongation and termination, as well as splicing and nuclear export. Failure in any of these processes has a profound impact on the level and identity of transcripts [1–3]. These transcriptional steps are sequentially orchestrated by a multitude of RNA-binding protein complexes that co-transcriptionally couple with the nascent RNA [4]. For example, protein complex required for transcription termination cleaves pre-mRNA close to RNA polymerase II (RNAPII) and adds a poly (A) tail to the 3’end of nascent RNA [3]. Pre-mRNA cleavage exposes the 5’end of nascent mRNA to 5’-3’ exonucleases which degrades the RNA attached to RNAPII, leading to transcription termination [5].

Cleavage and polyadenylation define the transcription termination at a given locus and has a decisive role in regulating gene expression as it can influence stability and translation potential of the RNA via the inclusion of regulatory sequence elements [6]. Moreover, transcription termination avoid interference with the transcription of downstream genes and facilitates RNAPII recycling [7]. It also prevents synthesis of antisense RNAs which can have a severe effect on RNA production and overall gene expression [8]. Additional regulatory role of transcription termination is the synthesis of chimeric transcripts formed by the tethering of two neighboring genes on the same chromosomal strand [8]. Considering its importance, molecular mechanisms which regulate RNA termination are relatively poorly understood.

After transcription termination, nascent RNA is assembled in a ribonucleoprotein complex and is delivered for RNA export into the cytosol. Similar to other steps in RNA biogenesis which are closely coupled in a sequential manner, it is likely that transcription termination is associated with nuclear export of RNAs. The TREX (TRanscription-EXport) protein complex has emerged as an important component in coupling transcription with RNA processing and export [9]. In metazoans, TREX consists of the THO core complex, which includes THO1/HPR1, THO2, THO3/TEX1, THO5, THO6 and THO7 [10]. The proteins associating with the THO core components and forming the TREX complex include the RNA helicase and splicing factor DDX39B (SUB2 in yeast) as well as the RNA export adaptor protein ALY (YRA1 in yeast) [10]. TREX is co-transcriptionally recruited to the nascent mRNA and regulates splicing, elongation and export [11]. Moreover, THO/TREX complex is required for genetic stability as it is involved in preventing DNA:RNA hybrids that lead to transcription impairment and are responsible for genetic instability phenotypes observed in these mutants [12]. The genes encoding the THO core components are conserved in plants, including in the model plant *Arabidopsis thaliana* [13, 14]. *A*. *thaliana* mutants defective in THO components show a wide range of phenotypes, from no obvious alteration and relatively mild phenotypes to lethal phenotypes, suggesting overlapping but independent functions of these components [14–16]. *A*. *thaliana* mutants in THO components, including HPR1, THO2 and TEX1, show defects in small RNA biogenesis, mRNA elongation, splicing and export, but no defect in mRNA termination has been reported [14–20].

In this work, we explored the regulatory function of two components of the THO/TREX complex, namely TEX1 and HPR1, in transcription termination in *A*. *thaliana*. We show that the *tex1* and *hpr1* mutants are defective in RNA termination at the Nopaline Synthase (NOS) terminator present on a T-DNA inserted in the *PHO1* locus. Additionally, genome-wide analysis of mRNAs revealed RNAPII termination defects in *tex1* and *hpr1* mutants at several loci leading to the 3’UTR extensions.

## Results

### A forward genetic screen using the T-DNA insertion mutant *pho1-7* for reversion of the growth phenotype identified the *TEX1* gene

The *PHO1* gene encodes an inorganic phosphate (Pi) exporter involved in loading Pi into the root xylem for its transfer to the shoot [21–24]. Consequently, *pho1* mutants in both *A*. *thaliana* and rice have reduced shoot Pi contents and shows all symptoms associated with Pi deficiency, including highly reduced shoot growth and the expression of numerous genes associated with Pi deficiency [23, 25, 26]. However, it has previously been shown that low shoot Pi content can be dissociated from its major effects on growth and other responses normally associated with Pi deficiency through the modulation of *PHO1* expression or activity [25, 27]. We thus used the *pho1* mutant as a tool, in a forward genetic screen, to identify mutants which restore *pho1* shoot growth to wild type (Col-0) level, while maintaining low shoot Pi contents. We performed ethyl methane sulphonate (EMS) mutagenesis on seeds of the *pho1-7* mutant, derived from the SALK line 119520 containing a single T-DNA inserted in the *PHO1* gene in between the first and third exon of the *PHO1* gene leading to the deletion of the second exon from the genome (S1 Text). Screening of 10’300 mutagenized *pho1-7* plants grown in soil for improved rosette growth led to the isolation of a suppressor mutant that had rosette growth similar to Col-0 while maintaining a low shoot Pi content similar to *pho1-7* (Fig 1A and 1B) (see Material and methods for further detail). Both *pho1-7* and the suppressor mutant maintained resistance to kanamycin associated with the T-DNA insertion in *PHO1*.

**Fig 1:**
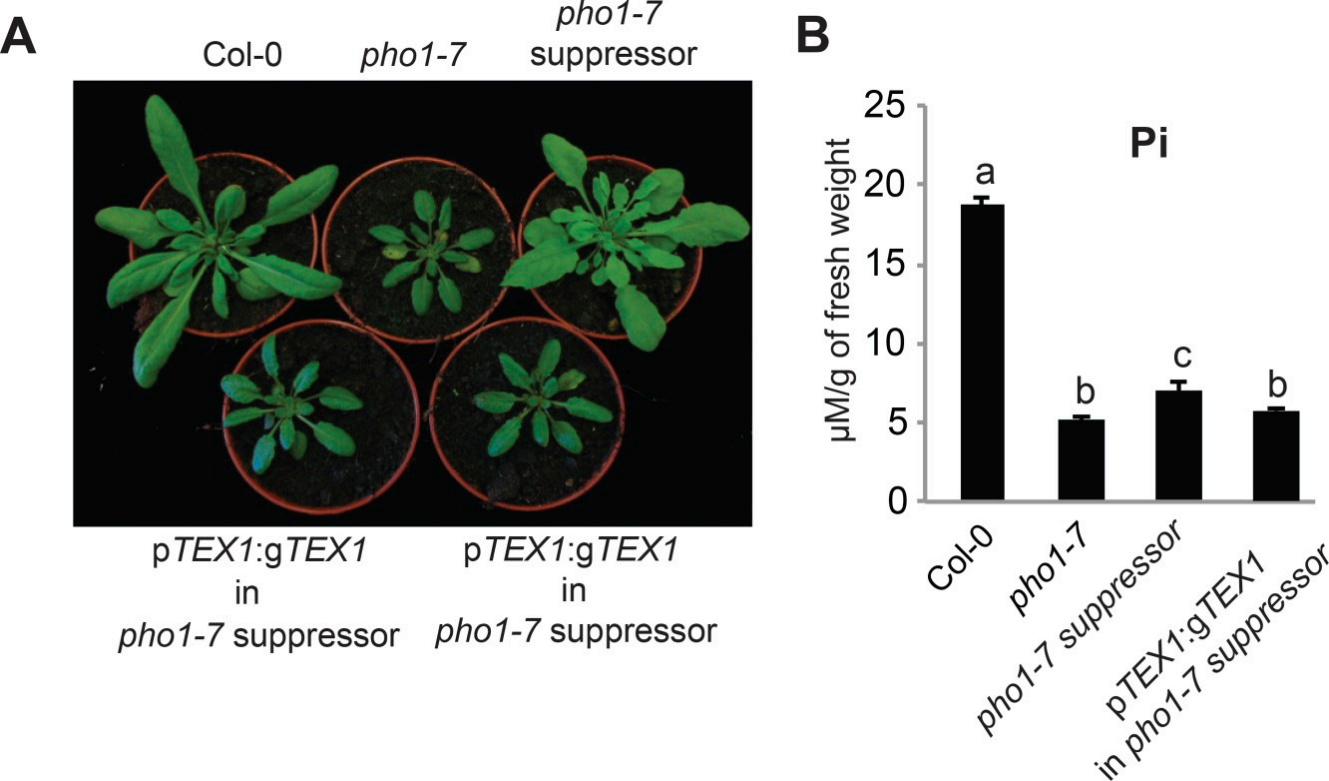
The *tex1* mutation suppresses the shoot growth phenotype of the *pho1-7* mutant. (A) Phenotype of Col-0, *pho1-7*, *pho1-7 suppressor*, and *pho1-7 suppressor* transformed with the p*TEX1*:*gTEX1*:*GFP*. (B) Pi contents of 4-week-old rosettes. Data from a representative experiment shows the mean Pi content from ten different plants grown in independent pots. Errors bars represent standard deviation. Values marked with lowercase letters are statistically significantly different from those for other groups marked with different letters (P < 0.05, ANOVA with the Tukey-Kramer HSD test). Panel display a representative experiment.

Mapping-by-sequencing revealed that the mutation C116T is introduced into the *TEX1* gene in the *pho1-7* suppressor mutant. This leads to a conversion of serine 39 to phenylalanine in the TEX1 protein. Transformation of *TEX1* gene into *pho1-7* suppressor led to *pho1*-like phenotype, confirming that mutation in *tex1* was the causal mutation for restoration of *pho1-7* shoot growth (Fig 1A and 1B). Furthermore, crossing of a T-DNA allele *tex1-4* (SALK_100012) to *pho1-7* also resulted in the suppression of *pho1-7* shoot growth phenotype (Fig 2A), further confirming that mutation in *TEX1* is responsible for the suppression of shoot growth phenotype in *pho1-7* suppresso*r* mutant. Therefore, we named this new S39P mutant in the *TEX1* gene as *tex1-6*. In agreement with previous reports, TEX1 protein was localized to the nucleus [19] (S1A Fig). *TEX1* promoter fusion with GUS showed that *TEX1* is expressed in root, cotyledon and rosette (S1B Fig).

**Fig 2:**
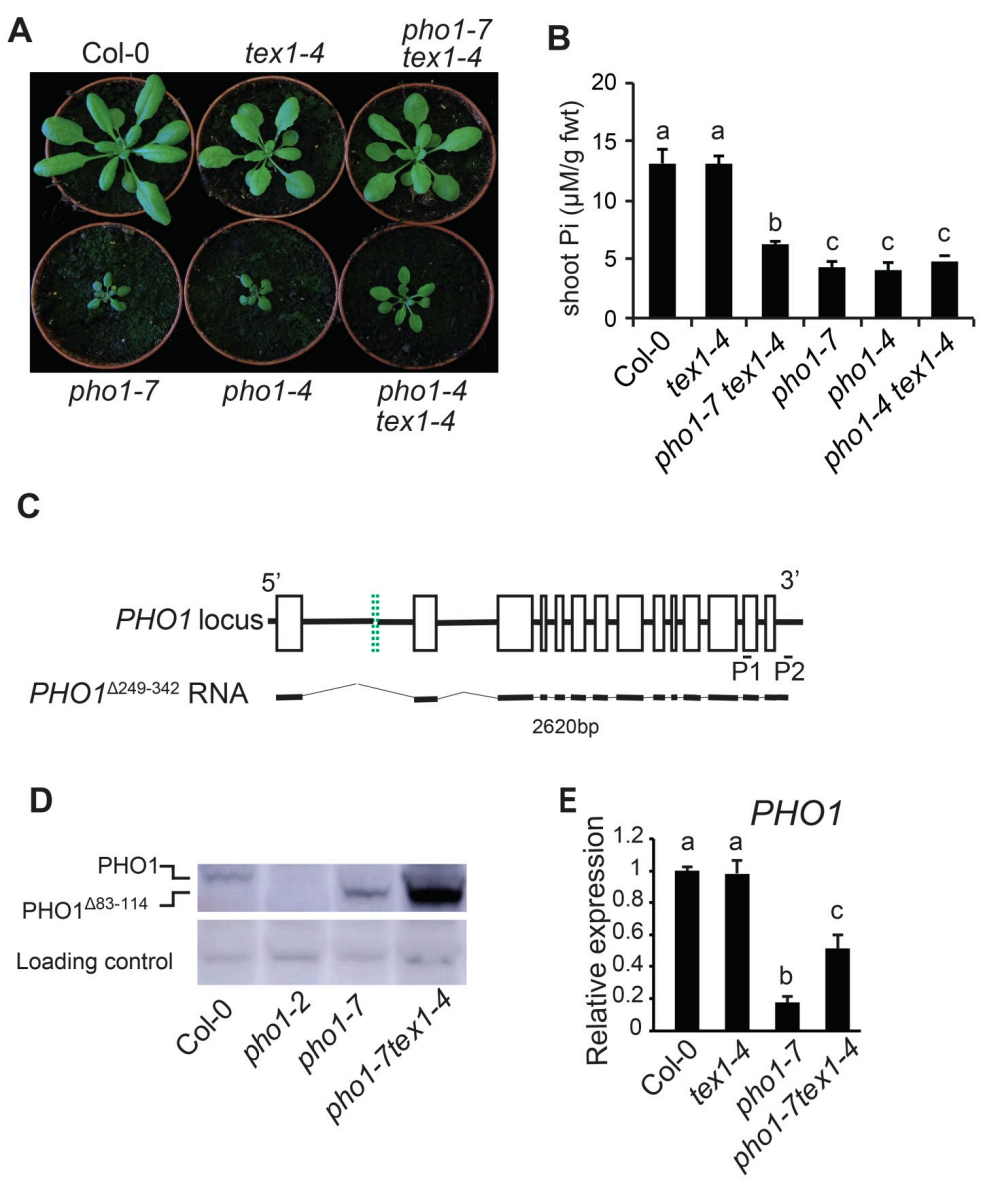
*tex1* restores the expression of PHO1 in the *pho1-7* mutant. (A) Phenotype of 4-week-old Col-0, *tex1-4*, *pho1-7*, *pho1-4*, *pho1-7 tex1-4* and *pho1-4 tex1-4* mutants. (B) Shoot Pi contents of 4-week-old plants. Data from a representative experiment shows the means of Pi contents from six individual plants grown in independent pots. Error bars represent standard deviation. (C) Structure of truncated *PHO1* mRNA produced at the *PHO1* locus in the *pho1-7* mutant. For the *PHO1* locus, exons are indicated as black open boxes, except for the second exon, indicated as a green doted box. Exon 2 is present in Col-0 but deleted in the *pho1-7* mutant as a result of T-DNA insertion. The structure of the mRNA *PHO1*^*Δ249–342*^ found in the *pho1-7* mutant is shown below. The pairs of oligonucleotides P1 and P2 used for RT-PCR is shown. (D) Western blot showing full length and truncated PHO1 protein in roots of Col-0, *pho1-2* null mutant, *pho1-7* and *pho1-7 tex1-4*. Plants were grown for 4 weeks in a clay substrate and total protein were extracted from roots. (E) Relative expression level of *PHO1* gene in the roots of 4-week-old plants grown in a clay substrate. Data are means of three samples from plants grown in independent pots and three technical replicates for each sample, with each sample being a pool of three plants. Error bars represent standard deviation. For both B and E, values marked with lowercase letters are statistically significantly different from those for other groups marked with different letters. (P < 0.05, ANOVA with the Tukey-Kramer HSD test).

The *pho1-7 tex1-6* mutant shows Col-0-like shoot growth while maintaining a low Pi content that is only slightly higher to the parental *pho1-7* (Fig 1A and 1B). A key molecular response of *pho1* mutants is the manifestation of gene expression and lipid profiles in the shoots that are associated with strong Pi deficiency [25]. To determine if the *tex1-6* mutation can also suppress the induction of Pi starvation responses (PSR) in the rosettes of *pho1-7 tex1-6*, we performed quantitative RT-PCR (qRT-PCR) to see the expression of PSR genes. *pho1-7 tex1-6* shoots showed an expression profile of PSR genes that was comparable to Pi-sufficient Col-0 plants (S2A Fig). Additionally, lipid analysis in *pho1-7* mutants showed a decrease of phospholipids and an increase in galactolipids expected for Pi-deficient plants, while *pho1-7 tex1-6* plants showed lipids profiles similar to Col-0 plants (S2B Fig), confirming that the *tex1-6* mutation suppressed morphological as well as molecular response to Pi deficiency displayed by the *pho1-7* mutant.

### Mutation of *TEX1* in *pho1-7* resulted in the synthesis of a truncated PHO1 protein

To determine if the *tex1* mutation also suppresses the growth phenotype associated with other *pho1* alleles generated by EMS mutagenesis, a double mutant *pho1-4 tex1-4* was generated. Surprisingly, *pho1-4 tex1-4* double mutant showed only minor improvement in shoot growth and maintained low shoot Pi content (Fig 2A and 2B). In order to understand how the *tex1* mutation can result in restoration of *pho1-7* shoot growth, we performed a detailed analysis of transcripts produced at the *PHO1* locus in the *pho1-7 tex1-4* mutant. Interestingly, we identified a truncated *PHO1*^Δ249–342^ transcript which only lacked the 2^nd^ exon suggesting that the T-DNA is spliced out from the mature mRNA (Fig 2C, S1 Text). The mRNA produced is in frame and resulted in the production a truncated PHO1^Δ84–114^ protein (S1 Text). Western blot experiments confirmed the presence of a PHO1^Δ84–114^ truncated protein in both *pho1-7* and *pho1-7 tex1-4* roots with a strong increase of expression in the *pho1-7 tex1-4* double mutant as compared to *pho1-7* (Fig 2D). This increase in protein quantity can be attributed to an increase in expression of *PHO1*^Δ249–342^ RNA in the *pho1-7 tex1-4* double mutant (Fig 2E). We hypothesized that the PHO1^Δ84–114^ protein variant was at least partially active as a Pi exporter and that its increased expression in *pho1-7 tex1-4* partially restored PHO1 function, resulting in an improvement of the shoot growth phenotype. We confirmed this hypothesis by expressing the *PHO1*^*Δ84–114*^ variant and the wild type *PHO1* fused to GFP using the *PHO1* promoter in the *pho1-4* null mutant. As expected, *pho1-4* mutant which expressed the wild type PHO1 fully complemented the growth and Pi content to Col-0 level (Fig 3A and 3B). However, plants expressing the PHO1^Δ84–114^ variant only restored the shoot growth phenotype while maintaining low Pi contents comparable to *pho1-7 tex1-4* plants (Fig 3A and 3B). Confocal analysis of roots showed that PHO1^Δ84–114^ variant protein was localized similarly to wild type PHO1 (Fig 3C), which was previously shown to be primarily in the Golgi and *trans*-Golgi network (TGN) [21]. Furthermore, transient expression of the PHO1^Δ83-114^-GFP fusion in *Nicotiana benthamiana* leaves led to Pi export to the apoplastic space, demonstrating that the protein was competent in Pi export (Fig 3D) [21]. Collectively, these results confirmed that restored expression of *PHO1*^Δ249–342^ RNA is responsible for the improved shoot growth in *pho1-7 tex1-4* double mutants.

**Fig 3:**
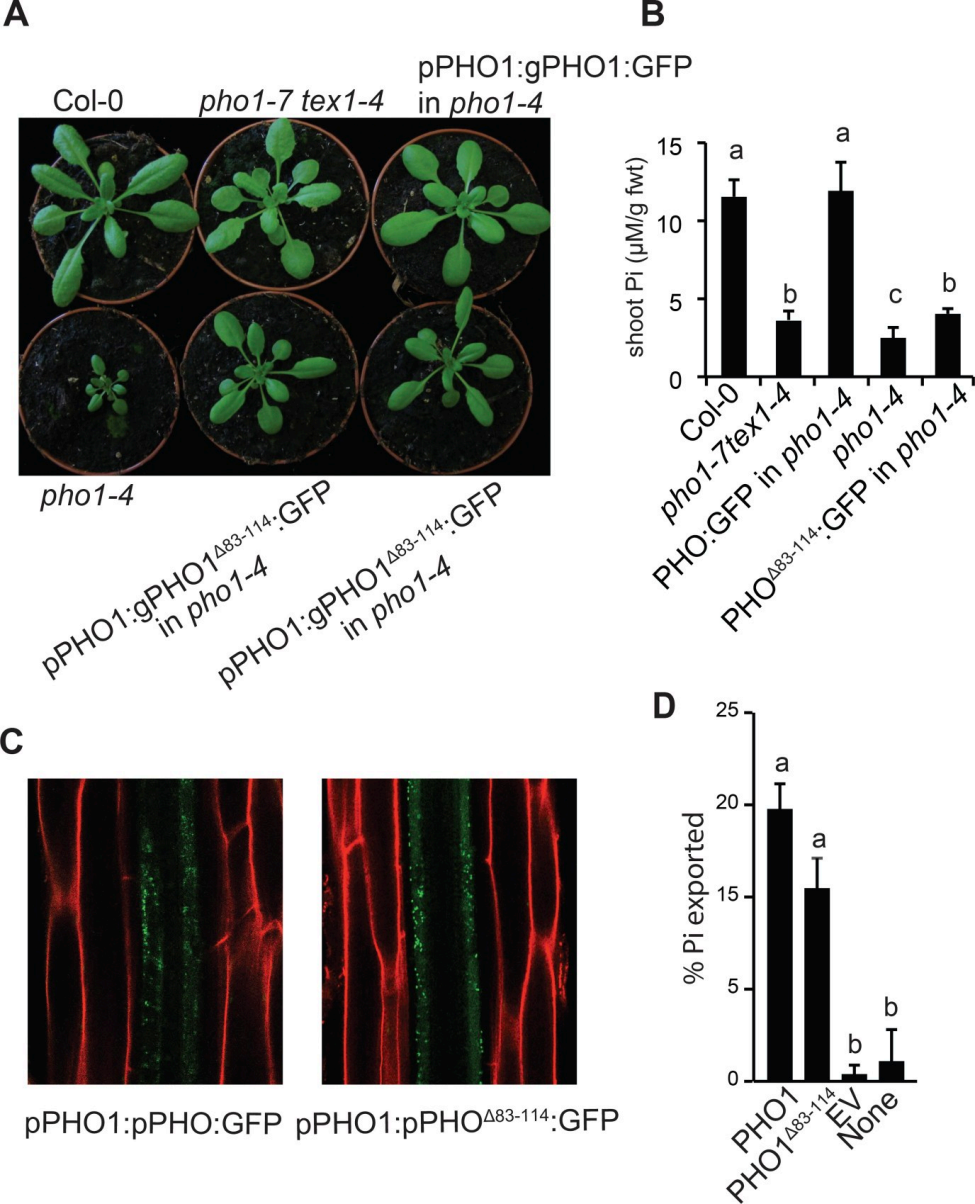
Truncated PHO1^Δ84–114^ is sufficient to restore the shoot growth phenotype of *pho1-4* null mutant. (A) Phenotype of four-week-old plants. (B) Pi contents in the rosettes of 4-week-old plants. Data from a representative experiment shows the means of Pi contents from six individual plants grown in independent pots. Error bars represent standard deviation. (C) Localization of full-length PHO1:GFP and PHO1^Δ83–114^:GFP in the roots of 7-day-old seedlings. Both *PHO1*:*GFP* and *PHO1*^*Δ83–114*^:*GFP* were expressed under the control of native *PHO1* promoter in the *pho1-4* null mutant. (D) Pi export mediated by PHO1:GFP and PHO1^Δ84–114^: GFP from transient expression in *N*. *benthamiana* leaf discs. As controls, Pi export was measured in leaf discs expressing either free GFP (EV) or not infiltrated (none). Data are means of 4 measurements taken from independent infiltrated leaves. Error bars represent standard deviation. For B and D, values marked with lowercase letters are statistically significantly different from those for other groups marked with different letters. (P < 0.05, ANOVA with the Tukey-Kramer HSD test).

### Mutation in *HPR1*, another components of THO/TREX complex, can also restore *pho1-7* shoot growth but not mutations affecting tasiRNA biogenesis

To investigate if TEX1 exerts its function in the restoration of *PHO1* expression via the THO/TREX complex, we crossed *pho1-7* to *hpr1-6* which is a mutant in another component of THO/TREX core complex [14]. Double mutant *pho1-7 hpr1-6* partially restored shoot growth while maintaining relatively low Pi contents comparable to the *pho1-7 tex1-6* but slightly higher than *pho1-7* (Fig 1B and Fig 4A and 4B).

**Fig 4:**
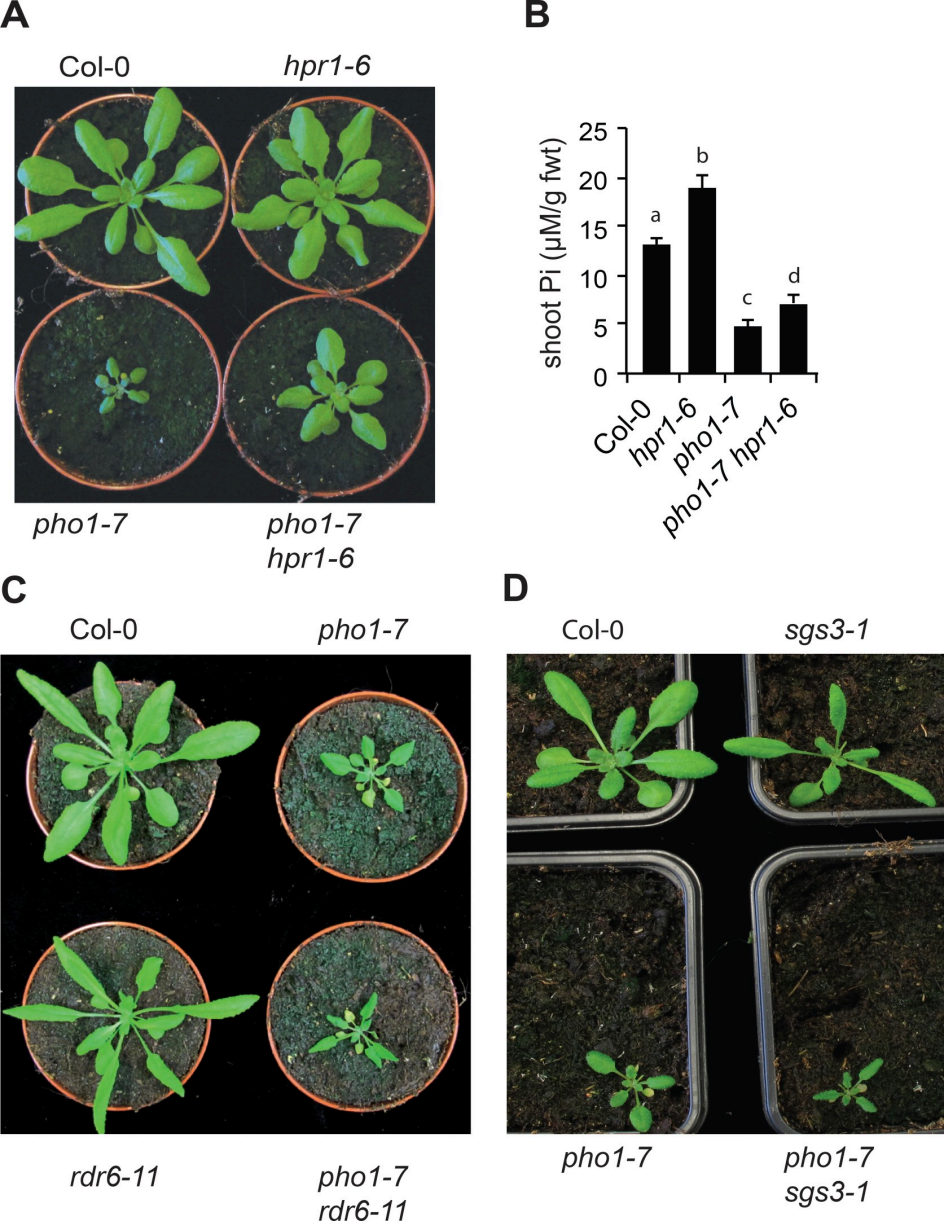
*hpr1* can restore *pho1-7* shoot growth but not mutations in tasiRNA biogenesis. (A, C, D) Phenotype of four-week-old plants. (B) Pi contents in the rosettes of four-week-old plants. Data from a representative experiment shows the means of Pi contents from ten different plants grown in independent pots. Errors bars represent standard deviation. Values marked with lowercase letters are statistically significantly different from those for other groups marked with different letters (P < 0.05, ANOVA with the Tukey-Kramer HSD test).

THO/TREX complex has previously been demonstrated to participate in the biogenesis of *trans* acting small interfering RNAs (tasiRNAs) and other small RNAs (siRNAs and miRNAs) that can affect levels of transcription through DNA methylation and some unknown mechanisms. We explored the possibility that changes in the biogenesis of tasiRNAs may be responsible for the growth phenotype associated with the *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants. We crossed *pho1-7* with two mutants in genes encoding core components required for the biogenesis of tasiRNAs, namely *rdr6-11* and *sgs3-1* [28, 29]. Double mutants *pho1-7 rdr6-11* and *pho1-7 sgs3-1* had shoot growth similar to the parental *pho1-7* (Fig 4C and 4D). Together, these results indicate disruption in distinct genes of the THO/TREX complex, namely *TEX1* and *HPR1*, can revert the growth phenotype of the *pho1-7* mutant and that biogenesis of tasiRNAs is not implicated in these processes.

### Impaired mRNA termination at the NOS terminator restores expression of truncated PHO1 in *pho1-7 tex1-4* mutant

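Root RNA of plants grown in pots with clay-based substrate was sequenced with 2 samples each for Col-0, pho1-7, pho1-7 tex1-4 and pho1-7 hpr1-6, 8 samples in all. The methods state 3 weeks of growth, and the sample labels also give 3 weeks. The labels name the hpr1 allele hpr1-5 where the paper writes hpr1-6, and the paper's names are used here. The labels describe these libraries as single-end. The paper's results describe paired-end sequencing of these genotypes, while its methods for extensions mention both single-end and paired-end reads. Strand-specific libraries of polyadenylated RNA were aligned by the authors with Hisat2 to TAIR10.31, and the deposited values are the reads HTSeq-count assigned to each of 33602 genes, without normalization. Reads on genes ranged from 66355137 to 70789425 in Col-0, from 60619041 to 63977054 in pho1-7, from 56068761 to 99111465 in pho1-7 tex1-4 and from 61830415 to 70019214 in pho1-7 hpr1-6. The 2 replicates of each genotype differed by more than sampling noise, with chi-square values per degree of freedom from 13.2 in Col-0 to 21.4 in pho1-7 hpr1-6, so each was counted as its own sample. Counts were normalized with edgeR's TMM method, and the 4 genotypes were fitted together, which gives 21972 genes with enough reads for a test. With 2 samples per genotype, the estimate of the spread is borrowed across genes and genotypes.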

To elucidate how mutations in *TEX1* and *HPR1* lead to changes in transcription at the *PHO1* locus, we performed paired-end next generation RNA sequencing of Col-0, *pho1-7*, *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants from roots. We first mapped the RNA reads of Col-0 and *pho1-7* against the Col-0 genome and confirmed the absence of the second exon of *PHO1* in the genome of *pho1-7* (S3A Fig). To understand the transcription dynamics at the *PHO1* locus in the various mutants derived from *pho1-7*, we mapped RNA sequencing reads to the *pho1-7* genomic configuration with the T-DNA insertion and exon 2 deletion. Detailed analysis of mRNAs from *PHO1* locus in *pho1-7* mutants indicated that transcription was initiated in the *PHO1* promoter and terminated at two different locations, namely at *NOS* terminator inside the T-DNA and at the endogenous *PHO1* transcription termination site (Fig 5A–5C). Using RT-PCR and various primer combinations, we could detect four types of transcripts in the *pho1-7* mutant, namely one unspliced and two spliced mRNA ending at the *NOS* terminator, and one long transcript ending at the endogenous *PHO1* terminator and where *PHO1* exons 1 and 3 were appropriately spliced, removing the T-DNA and generating the *PHO1*^Δ249–342^ RNA variant (Fig 5A–5D). While in the *pho1-7* mutant the four transcripts were expressed at similar low level, in *pho1-7 tex1-4* and *pho1-7 hpr1-6* double mutants the majority of transcripts was the *PHO1*^Δ249–342^ RNA variant (Fig 5C and 5D). Analysis by PacBio sequencing of full-length mRNAs produced at the *PHO1* locus in Col-0, *pho1-7*, *pho1-7 tex1-4* and *pho1-7 hpr1-6* supported these conclusions and highlighted that essentially two classes of transcripts are produced in the various mutants, namely transcripts that include the 5’portion of the T-DNA and end at the NOS terminator and transcripts that end at the *PHO1* terminator and exclude the complete T-DNA (S3B Fig). While in the *pho1-7* mutant the majority of transcripts were of the first type, the *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants mostly expressed the second type. Such pattern of transcripts are not consistent with alternative splicing but rather indicate that transcription termination at the *NOS* terminator was suppressed in *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants, and this enabled the transcription machinery to reach the *PHO1* terminator and generate a transcript where exon 1 was spliced to exon 3, resulting in the removal of the T-DNA. 

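The mutated genes were read first, as a check of the labels. In counts scaled to library size (CPM), TEX1 (AT5G56130) was at 0.868 ± 0.226 (SD, n = 2) in pho1-7 tex1-4 and 13.4 ± 0.405 (SD, n = 2) in Col-0, and HPR1 (AT5G09860) at 12.0 ± 0.386 (SD, n = 2) in pho1-7 hpr1-6 and 34.9 ± 0.185 (SD, n = 2) in Col-0. Reads on PHO1 (AT3G23430), on chromosome 3, came to 1001 ± 37.7 CPM (SD, n = 2) in Col-0 and 193.6 ± 8.48 (SD, n = 2) in pho1-7. That is a log2 fold change of -2.37 (standard error 0.0944, adjusted p = 3.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PHO1 reached 402.5 ± 33.3 CPM (SD, n = 2) in pho1-7 tex1-4 and 293.8 ± 26.1 (SD, n = 2) in pho1-7 hpr1-6. Against pho1-7 the log2 fold changes were 1.06 (standard error 0.0909, adjusted p = 0.000338 from the same edgeR test) and 0.60 (standard error 0.0903, adjusted p = 0.00234 from the same edgeR test). PHO1 in pho1-7 tex1-4 stayed below Col-0, with a log2 fold change of -1.31 (standard error 0.0911, adjusted p = 0.00015 from the same edgeR test).
Among the settings that kept all samples, edgeR without the filter on low counts moved the pho1-7 value most, to -2.34. With the replicate number as a block, the log2 fold changes were -2.37 for pho1-7 against Col-0, 1.06 for pho1-7 tex1-4 and 0.60 for pho1-7 hpr1-6 against pho1-7, and -1.31 for pho1-7 tex1-4 against Col-0. Samples with the same number did not deviate together in a constant way, and the correlation of their deviations across genes was -0.176 for Col-0 and pho1-7, 0.227 for Col-0 and pho1-7 tex1-4, -0.0939 for pho1-7 and pho1-7 tex1-4, 0.0297 for pho1-7 and pho1-7 hpr1-6, and 0.117 for the 2 double mutants. With the pho1-7 numbers crossed, a pairing chosen after seeing that correlation, the block gave -2.37 for pho1-7 against Col-0. The counts cover the annotated PHO1 gene and cannot part transcripts that end in the T-DNA from those that end at the PHO1 terminator. From the read density along the locus and the RT-PCR and PacBio data, the paper concludes that termination at the NOS terminator was suppressed in the double mutants.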

Chromatin immunoprecipitation using an antibody against the elongating RNAPII (phosphorylated at S2 of the C-terminal domain) followed by qPCR showed that RNAPII occupation at the *PHO1* locus situated after the T-DNA insertion was significantly reduced in *pho1-7* mutants but increased in *pho1-7 tex1-4* mutant (Fig 5E), consistent with an increase in transcriptional read-through past the T-DNA in the *pho1-7 tex1-4* double mutant (Fig 5D).

**Fig 5:**
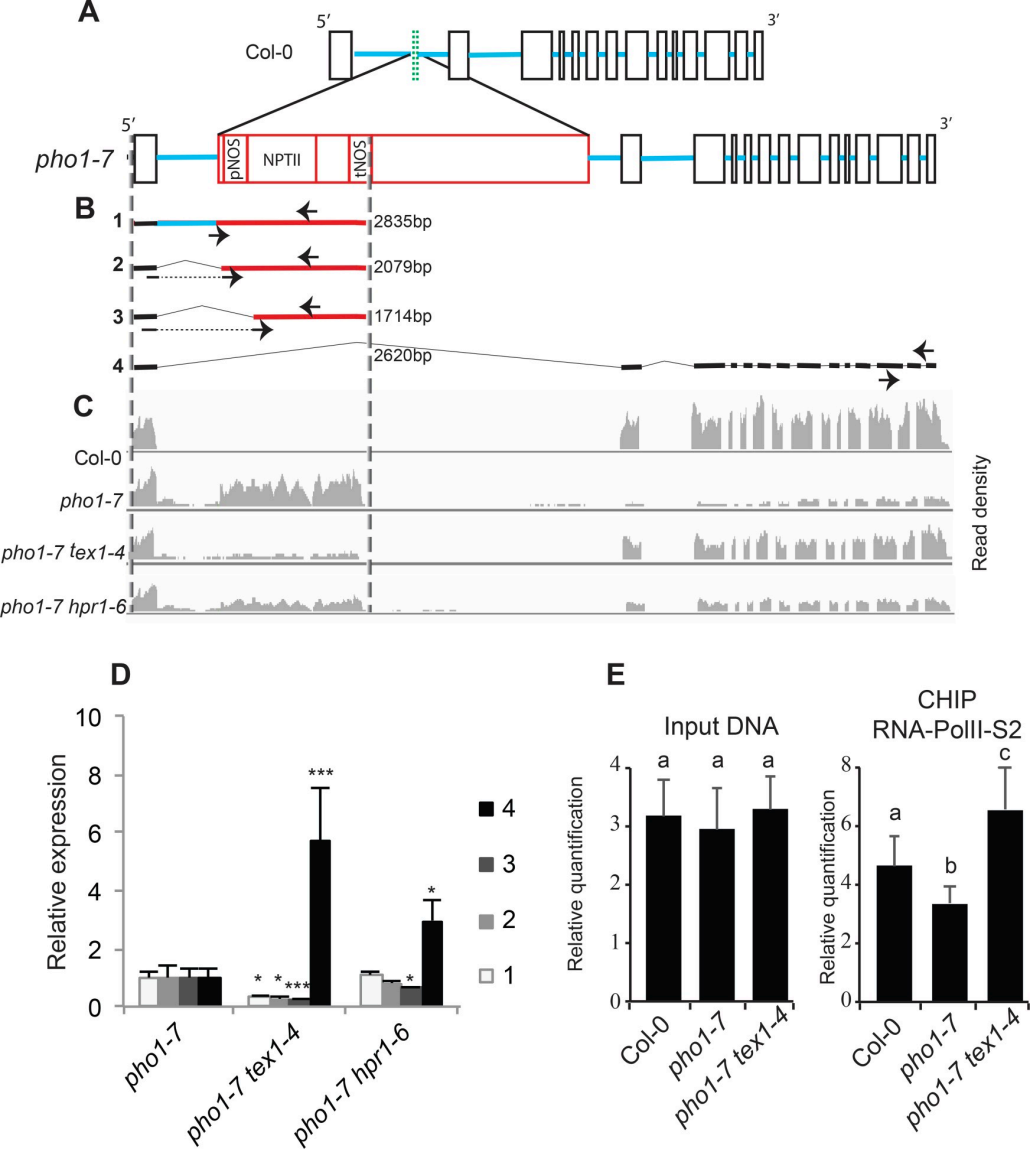
*tex1* mutant impairs transcription termination at the NOS terminator. (A) Structure of the wild type *PHO1* gene (top) and T-DNA (red) integrated in the *pho1-7* mutant (bottom). Exons are indicated as black open boxes, except for the second exon, indicated as a green doted box. Exon 2 is present in Col-0 but deleted in the *pho1-7* mutant as a result of T-DNA insertion, which is shown in red. Blue lines represent introns. pNOS, NOS promoter; NPTII, neomycin phosphotransferase gene; tNOS, NOS terminator. (B) Structure of the four mRNA variants produced at the *PHO1* locus in *pho1-7* mutants. The thick black and blue lines represent sequences derives from *PHO1* exons and introns, respectively, while the thick red lines are derived from the T-DNA. The sizes of the different transcripts are shown. Arrows indicate the location of primers used for the qPCR shown in panel D. Forward primers (discontinued arrows) in transcript 2 and 3 are at the junction of cryptic splicing sites to ensure specificity. (C) Illumina RNA sequencing reads density graph showing mRNA expression at the *PHO1* locus in various genotypes. The RNA sequencing reads are mapped against the *PHO1* locus in *pho1-7*, represented in the lower section of panel A (D) Quantification via qPCR of four different mRNA transcripts produced at the *PHO1* locus in the roots of 4-week-old plants. The numbers associated with each transcript and primers used for qPCR are shown in panel B. (E) CHIP-qPCR experiments showing the density of RNAPII-S2 at the 3’end of the *PHO1* gene. For D and E, data are means of three samples from plants grown in independent pots and three technical replicates for each sample. Error bars represent standard deviation. For D, statistical analysis was performed comparing each *PHO1* transcript isoform in *pho1-7 tex1-4* and *pho1-7 hpr1-6* double mutants relative to the *pho1-7* parent, with asterisks denoting statistical significance (*, P < 0.05; and ***, P < 0.001) according to Student’s t test. For E, values marked with lowercase letters are statistically significantly different from those for other groups marked with different letters (P < 0.05, ANOVA with the Tukey-Kramer HSD test).

### THO/TREX complex is required for the correct termination of mRNAs in endogenous loci

To understand if TEX1 and HPR1 contribute to the termination of RNA transcription at endogenous genes, RNA sequencing data generated from roots of Col-0, *pho1-7*, *pho1-7 tex1-4* and *pho1-7 hpr1-6* grown in soil for 3 weeks were analyzed for the presence of 3’ UTR extensions. 

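For the same 8 libraries, the authors deposited a second count per sample, the reads on each intergenic stretch that follows the 3' end of a gene. By the paper's methods, these stretches were assembled from 10-nucleotide bins until a bin fell under 1 normalized read, and those over 200 nucleotides were kept. The deposited table names each stretch by its upstream gene and gives no coordinates. Extension reads came to 322834 and 348662 in the Col-0 samples, 241423 and 248506 in pho1-7, 247553 and 375168 in pho1-7 tex1-4, and 250771 and 244605 in pho1-7 hpr1-6. The median extension had between 53 and 85 reads per sample. Here the extension count and the gene-body count of each sample were fitted together, so that the test concerns the change of their ratio between genotypes, and an extension was tested when it had at least 10 reads in total. As in the paper's methods, a change was called at an adjusted p under 0.1 and a ratio changed more than 2-fold. On simulated counts with 200 extensions changed 4-fold, this test recovered 190 of 200 and made 6 false calls among 196. The spread of the simulated counts was fixed and not fitted to the real data, so these rates describe the simulation. Smaller changes were not simulated, and the extensions raised against pho1-7 had median log2 changes of 1.38 in pho1-7 tex1-4 and 1.58 in pho1-7 hpr1-6.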

We observed significant changes in 3’UTR extensions in *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants as compared to both Col-0 and *pho1-7*. 

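Of 1458 extensions tested, 68 had a raised ratio to the gene body in pho1-7 tex1-4 against pho1-7, and 45 in pho1-7 hpr1-6 against pho1-7. In the same comparisons, 59 and 85 extensions had a lowered ratio. Of the 69 raised in pho1-7 tex1-4 against Col-0, 67 also had a higher ratio than in pho1-7, and 48 of them passed the thresholds there as well. For pho1-7 hpr1-6 against Col-0, 59 extensions were raised, all 59 lay above pho1-7, and 34 passed in both. Of all tested extensions, 49.7% in pho1-7 tex1-4 and 33.3% in pho1-7 hpr1-6 lay above pho1-7. The same double-mutant samples had chosen the raised sets, so part of this agreement is built in. The extension of AT1G76560 (CP12-3) carried 4.62% ± 0.93 (SD, n = 2) of the gene-body count in Col-0, 3.66% ± 0.893 (SD, n = 2) in pho1-7, 18.1% ± 0.43 (SD, n = 2) in pho1-7 tex1-4 and 15.8% ± 1.58 (SD, n = 2) in pho1-7 hpr1-6. The log2 change of its ratio against pho1-7 was 2.32 in pho1-7 tex1-4 (standard error 0.184, adjusted p = 4.77e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.11 in pho1-7 hpr1-6 (standard error 0.182, adjusted p = 1.35e-08 from the same edgeR test). The gene downstream of it, AT1G76570, also rose in pho1-7 hpr1-6, with a log2 fold change of 1.70 against pho1-7 (standard error 0.0859, adjusted p = 8.13e-05 from the same edgeR test on gene counts). In pho1-7 tex1-4 it was at 9.0 and 8.9 CPM in the 2 samples, and at 4.16 and 4.0 CPM in pho1-7. For AT2G41200 the share was 5.35% ± 0.554 (SD, n = 2) in Col-0, 6.0% ± 0.287 (SD, n = 2) in pho1-7, 20.7% ± 3.38 (SD, n = 2) in pho1-7 tex1-4 and 11.9% ± 2.55 (SD, n = 2) in pho1-7 hpr1-6. Its log2 change against pho1-7 was 1.74 in pho1-7 tex1-4 (standard error 0.239, adjusted p = 1.24e-05 from the same edgeR test). In pho1-7 hpr1-6 the change of 0.96 (standard error 0.282, adjusted p = 0.021 from the same edgeR test) stayed under the 2-fold threshold, while against Col-0 it was raised by 1.12 (standard error 0.276, adjusted p = 0.00425 from the same edgeR test).
Testing the extension counts on their own with DESeq2 lowered the counts against pho1-7 most, to 49 and 35. In this setting, here and below, only the p-value came from the extension counts. The 2-fold threshold stayed on the ratio, and changes of opposite sign were not called. With the replicate number as a block the counts were 66 for pho1-7 tex1-4 and 45 for pho1-7 hpr1-6, and same-numbered samples had correlated deviations across extensions of 0.0135 for pho1-7 and pho1-7 tex1-4 and -0.025 for pho1-7 and pho1-7 hpr1-6.

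**Figure D1:**
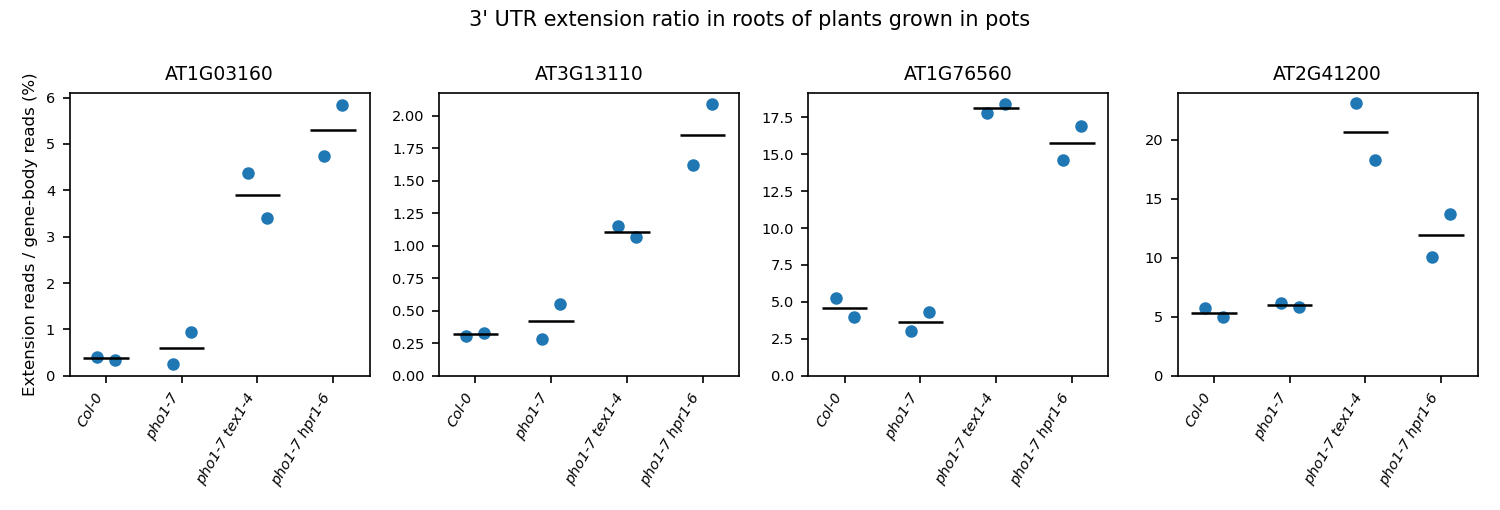
Extension reads as a percent of gene-body reads for 4 genes, each panel with its own linear axis from 0. Points are the 2 samples of each genotype and the bar is their mean; in AT1G76560 the mean is 4.62% in Col-0 and 18.1% in pho1-7 tex1-4.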

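For AT1G03160 (FZL), the extension held 3 to 4 reads per Col-0 sample and 39 to 51 per pho1-7 tex1-4 sample, against a gene body that changed by a log2 value of 0.18. Its ratio to the gene body was 0.378% ± 0.0529 (SD, n = 2) in Col-0, 0.601% ± 0.488 (SD, n = 2) in pho1-7, 3.89% ± 0.694 (SD, n = 2) in pho1-7 tex1-4 and 5.29% ± 0.765 (SD, n = 2) in pho1-7 hpr1-6. Against Col-0 the log2 change was 3.27 in pho1-7 tex1-4 (standard error 0.432, adjusted p = 4.45e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.76 in pho1-7 hpr1-6 (standard error 0.404, adjusted p = 1.79e-07 from the same edgeR test). For AT3G13110 (SERAT2;2) the ratio was 0.32% ± 0.0165 (SD, n = 2) in Col-0, 0.419% ± 0.189 (SD, n = 2) in pho1-7, 1.11% ± 0.0543 (SD, n = 2) in pho1-7 tex1-4 and 1.85% ± 0.337 (SD, n = 2) in pho1-7 hpr1-6. Its log2 changes against Col-0 were 1.78 (standard error 0.265, adjusted p = 2.16e-05 from the same edgeR test) and 2.52 (standard error 0.243, adjusted p = 3.34e-08 from the same edgeR test). Neither extension passed in pho1-7 against Col-0, with log2 changes of 0.72 and 0.39 (adjusted p = 0.964 and 0.942 from the same edgeR test). The Fig 6 legend names AT3G11310 where the figure and the primer table name AT3G13110, and no extension of AT3G11310 was analysed here. The primers listed for the extension of AT1G03160 match chromosome 1 of TAIR10.1 from 765835 to 766084, and those for AT3G13110 match chromosome 3 from 4214538 to 4214742. Both lie inside the genes as that release annotates them.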

Two examples of such 3’UTR extensions are shown in Fig 6A. 

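Against Col-0, 2 extensions were raised in pho1-7, those of AT2G13360 (AGT) and AT4G16260. AT2G13360 had a log2 ratio change of 1.41 (standard error 0.264, adjusted p = 0.00264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of 1.54 in AT4G16260 (standard error 0.278, adjusted p = 0.00176 from the same edgeR test) came with a gene body that fell by 1.77 on the log2 scale, while the extension count itself changed by -0.22. Raised in pho1-7 tex1-4 against Col-0 and not in pho1-7 were 68 extensions, and 57 were raised in pho1-7 hpr1-6 and not in pho1-7. Both lists share 29 extensions where 2.66 would be shared by chance, an odds ratio of 36.2 (one-sided Fisher's exact test across the 1458 extensions tested, p = 2.03e-26, which describes the lists and not the replicates). The 2.66 treats the lists as independent, but the same Col-0 samples served both, so part of this overlap may be built in. With separate controls, pho1-7 hpr1-6 against pho1-7 in pots and tex1-4 against Col-0 on plates also shared 29, with 4.7 by chance. Testing the extension counts on their own with DESeq2 moved the pho1-7 tex1-4 number most, to 47, and asking for a raised ratio against both Col-0 and pho1-7 moved the pho1-7 hpr1-6 and shared numbers most, to 34 and 19. With the replicate number as a block the counts were 2 in pho1-7, 70 in pho1-7 tex1-4, 57 in pho1-7 hpr1-6 and 29 in both; the correlation of same-numbered deviations across extensions was 0.0417 for Col-0 and pho1-7, -0.0823 for Col-0 and pho1-7 tex1-4 and 0.0371 for Col-0 and pho1-7 hpr1-6.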

While 3’UTR extensions were observed in only 3 transcripts in *pho1-7*, 72 and 51 transcripts showed 3’UTR extensions in the *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants, respectively, but not in the *pho1-7* parent, with a subset of 38 transcripts found in common between *pho1-7 tex1-4* and *pho1-7 hpr1-6* but not *pho1-7* (Fig 6B). These results indicate that while a large proportion of genes affected in their 3’UTR extension in the *tex1-4* respond similarly in the *hpr1-6*, the effects of these two mutations on RNA termination are not completely redundant.

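The 2 double mutants were also compared directly. Between pho1-7 hpr1-6 and pho1-7 tex1-4, the ratio of 76 extensions differed, 24 higher and 52 lower in pho1-7 hpr1-6. DESeq2 on the extension counts alone moved the number most, to 38. With the replicate number as a block it was 72, and with the pho1-7 hpr1-6 numbers crossed, chosen after seeing a correlation of -0.107 between same-numbered deviations, it was 78. Of the 39 extensions raised in pho1-7 tex1-4 alone, 10 differed between the double mutants by the direct test, and of the 28 raised in pho1-7 hpr1-6 alone, 12 differed. In the other double mutant, 34 of the 39 and 23 of the 28 had a higher ratio than Col-0, but the same Col-0 samples had chosen these sets. Against pho1-7, a control chosen for this count after seeing the data, 27 of the 39 were higher in pho1-7 hpr1-6, with a median log2 change of 0.34, where 33.3% of all tested extensions were. In pho1-7 tex1-4, 18 of the 28 were higher than in pho1-7, with a median log2 change of 0.17, where 49.7% of all tested extensions were. Among the extensions with the largest differences, AT2G13360 was higher in pho1-7 hpr1-6 by 2.86 on the log2 scale (standard error 0.31, adjusted p = 1.42e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AT3G23820 (GAE6) was lower, at -2.56 (standard error 0.324, adjusted p = 1.06e-05 from the same edgeR test). The AT2G13360 ratio was 0.227% in Col-0, 0.614% in pho1-7, 0.75% in pho1-7 hpr1-6 and 0.0976% in pho1-7 tex1-4. It was thus pho1-7 tex1-4 that departed most from the pho1-7 parent. MIR160a (AT2G39175), with the largest difference, had more reads on its extension than on its gene body in Col-0. In pho1-7 hpr1-6 its gene body had 0 reads in each sample. Its extension count itself was lower there than in pho1-7 tex1-4, by -1.83 on the log2 scale. Its higher ratio in pho1-7 hpr1-6 therefore carries little weight. From the shared and unshared extensions, the paper concludes that the mutations act on many of the same genes and are not completely redundant.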

**Fig 6:**
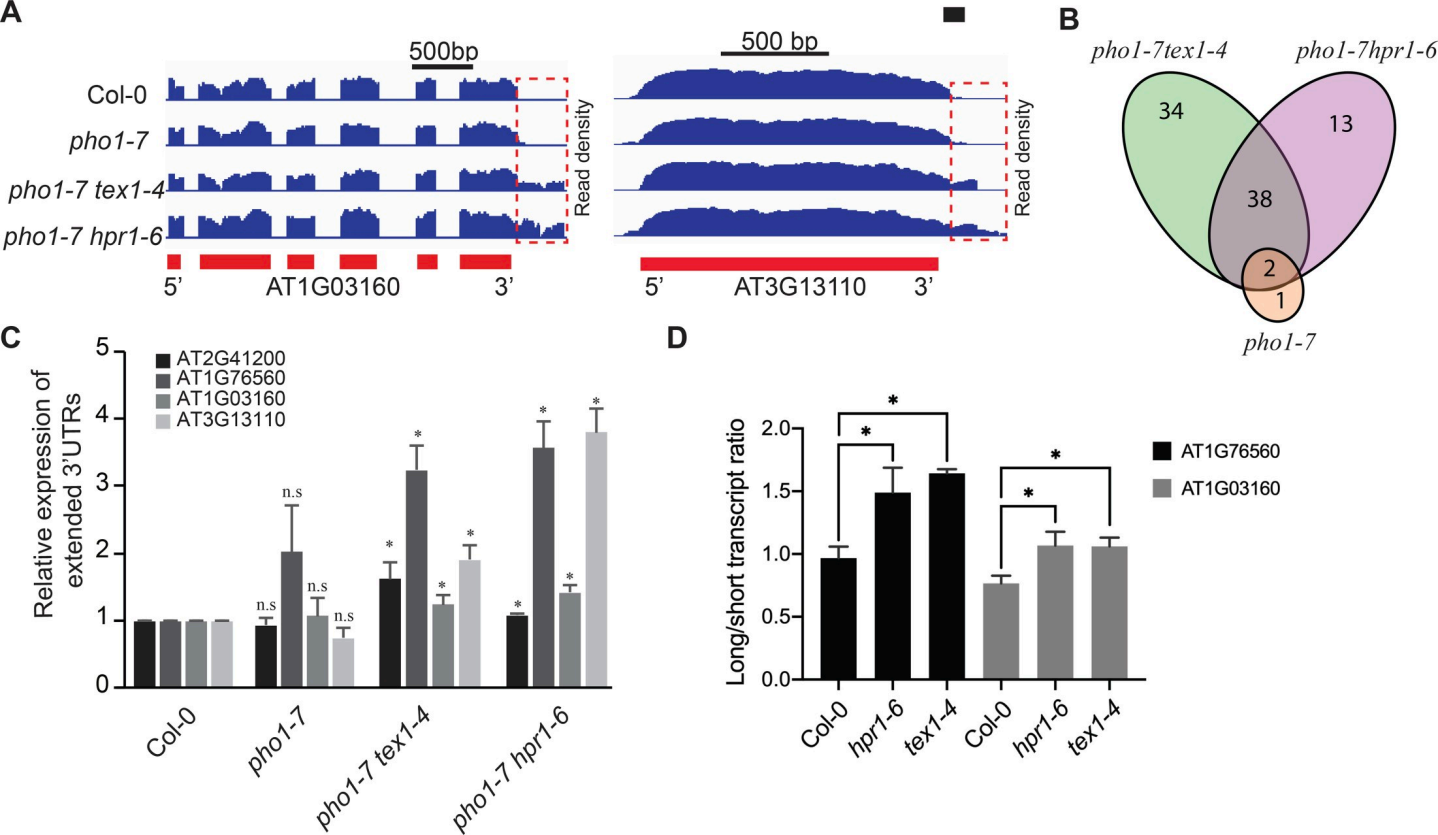
UTR extensions in endogenous genes of the *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants. **3′** (A) Illumina RNAseq reads density maps (blue) showing examples of 3’ UTR extensions for genes AT1G03160 (left) and AT3G11310 (right) in the *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants. The 3′ UTR extensions are depicted by a red rectangle. The exons of the genes are indicated as red boxes below. (B) Venn diagram showing the number and overlap in genes with 3’UTR extensions. (C) Validation of 3’ UTR extensions via qPCR. (D) Transient expression of Luciferase gene fused after the stop codon to the 3’end of genes AT1G76560 and AT1G03160. The constructs were expressed in Arabidopsis mesophyll protoplasts obtained from Col-0, *hpr1-6* and *tex1-4*. The bar chart shows the relative ratios of long-to-short transcripts in the various genotypes. For C, data are means of three samples with each sample being a pool of seven seedlings and three technical replicates for each sample. For D, data are means of four samples with each sample being an independent transfection of protoplasts. Error bars represent standard deviation. Asterisks denote statistical significance (P < 0.05) from the Col-0 control according to Student’s t test (n.s. = not statistically different).

We hypothesized that if regulation of RNA termination by THO/TREX complex is generic and robust, changes in 3’UTR extensions should be relatively insensitive to growth conditions. To assess the robustness of 3’UTR extensions, we analyzed an independent RNA sequencing dataset generated from roots of Col-0 and *tex1-4* mutant grown *in vitro* for 7 days in MS medium supplemented with sucrose. 

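Root RNA of Col-0 and tex1-4 seedlings on vertical agar plates of MS medium with 1% sucrose was sequenced with 3 samples per genotype. The paper states 7 days of growth and the sample labels 10 days, and the paper's value is used here. The authors counted reads on the same genes and extensions, and the deposited values are again counts without normalization. Reads on genes ranged from 89981926 to 102657446 in Col-0 (median 97832560) and from 104397163 to 110039106 in tex1-4 (median 108803478). Reads on extensions ranged from 174237 to 189256 in Col-0 (median 181174) and from 211336 to 245546 in tex1-4 (median 237415). Col-0 replicate 2 differed most from the others, with chi-square values per degree of freedom of 135.9 against replicate 1 and 109.2 against replicate 3. TEX1 (AT5G56130) was at 2.43 ± 0.223 CPM (SD, n = 3) in tex1-4 and 14.7 ± 0.088 (SD, n = 3) in Col-0. The ratio test was run on these 6 samples alone and covered 1430 extensions. On counts simulated as before, it recovered 196 of 200 extensions changed 4-fold and made 2 false calls. Growth, age and library type all differ between plates and pots and cannot be told apart.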

A total of 77 transcripts showed 3’UTR extensions in the *tex1-4* mutant relative to Col-0, with 48 transcripts found also in the dataset of 3’UTR extensions for *pho1-7 tex1-4* mutant grown for 3 weeks in soil (S4 Fig), indicating that a large proportion of transcripts with 3’UTR extensions observed in the *tex1-4* genetic background are insensitive to major changes in growth conditions.

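On plates, the ratio of 157 of 1430 extensions was raised in tex1-4 against Col-0, with a median log2 change of 1.55 among them. Testing the extension counts on their own with DESeq2 moved this number most, to 122, and leaving out each sample in turn gave 137 to 167. With the replicate number as a block it was 156, and same-numbered samples had a correlation of deviations of 0.0441 across extensions. Of the 68 extensions raised in pho1-7 tex1-4 and not pho1-7 in pots, 54 were also raised on plates, where 7.33 would be by chance (odds ratio 51.2, one-sided Fisher's exact test across 1426 extensions tested in both, p = 9.64e-44, which describes the lists). DESeq2 on the extension counts alone moved this overlap most, to 37, and the block gave 55 shared extensions at the same correlation. The S4 Fig legend names pho1-7 tex1-4 and pho1-7 for the pots, whereas the 68 were raised against Col-0. With the pots set raised against pho1-7, 50 of 66 extensions tested in both experiments were shared. Of the 102 extensions raised on plates alone and measured in pots, 72 had a higher ratio in pho1-7 tex1-4 than in Col-0. The difference of the tex1-4 effect between pots and plates was also tested directly, against pho1-7 in pots and Col-0 on plates. Of the 43 extensions that differed, 38 had a lower log2 change in pots than on plates. This includes extensions that fell in pots and rose on plates. With the DESeq2 test of the same ratio model 14 differed, the setting that moved this number most, and with the replicate block 48. For AT1G03160 the log2 change on plates was 3.97 (standard error 0.379, adjusted p = 4.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT2G46080 (BPS2) rose from 0.21% ± 0.114 (SD, n = 3) to 1.96% ± 0.212 (SD, n = 3) of the gene-body count, a log2 change of 3.13 (standard error 0.313, adjusted p = 8.06e-08 from the same edgeR test). The extension of AT3G22970 rose by 3.53 (standard error 0.737, adjusted p = 0.000921 from the same edgeR test) on at most 10 reads per sample, and that of AT3G17600 (IAA31) by 2.45 (standard error 0.406, adjusted p = 7.83e-05 from the same edgeR test). From the overlap, the paper concludes that a large proportion of these extensions is insensitive to major changes in growth conditions.

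**Figure D2:**
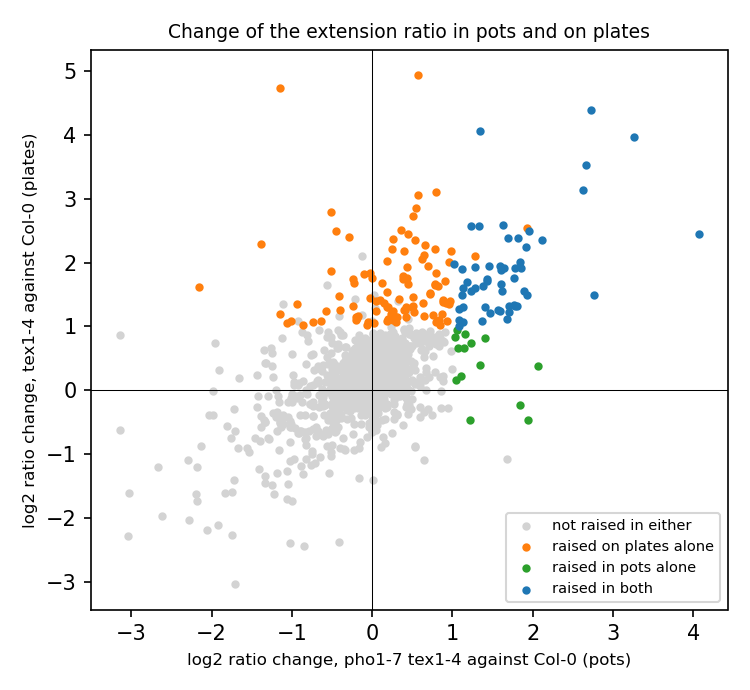
Log2 change of the ratio of extension to gene-body reads, pho1-7 tex1-4 against Col-0 in pots on the x axis and tex1-4 against Col-0 on plates on the y axis, 1 point for each of 1426 extensions tested in both. Colours part the 54 extensions raised in both, the 102 raised on plates alone, the 14 raised in pots alone and the 1256 raised in neither; the 14 include AT4G16260, which was also raised in pho1-7.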

Validation of 3’UTR extensions in a set of genes identified by RNA sequencing was first performed by qRT-PCR (Fig 6C). A transient assay was also developed whereby the sequence 500 bp downstream of the stop codon (which includes the 3’UTR) of two genes, AT1G76560 and AT1G03160, was fused after the stop codon of the nano-luciferase gene. These constructs were expressed in Arabidopsis mesophyll protoplasts and the ratio of transcripts with an extended 3’end relative to the main transcription termination site was determined by qRT-PCR 16 hours after transformation. Analysis revealed an increase, for both constructs, in the ratio of long-to-short transcripts by approximately 50–60% in the *hpr1-6* and *tex1-4* mutants compared to Col-0 (Fig 6D), further supporting the implication of both TEX1 and HPR1 in mRNA termination.

GO term enrichment analysis of transcripts with impaired RNA termination in the *tex1-4*, *pho1-7 tex1-4* and *pho1-7 hpr1-6* showed that these transcripts did not belong to a particular functional category (S5 Fig). Therefore, we looked at the sequences of RNA termination sites for mechanistic clues of impaired RNA termination and 3’UTR extension in *tex1* and *hpr1* mutants. RNA termination sites have defined characteristic motifs, including an A-rich region at approximately -20 nucleotides (position -1 being defined as the last nucleotide before the polyA tail), which includes the AAUAAA-like sequence. This is followed by a U-rich region at -7 nucleotide and a second peak of U-rich region at approximately +25 nucleotides [30–32]. 

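The positions of the cleavage sites behind Fig 7A are not given in the text, so the bases were counted here around the annotated gene ends of TAIR10.1. Of the 187 genes with an extension raised in pho1-7 tex1-4, pho1-7 hpr1-6 or tex1-4, 168 are protein-coding genes in that annotation, and they were set against 27388 others. From 30 to 11 nucleotides upstream of the end, A made up 32.7% ± 13.4 (SD, n = 168) and 34.5% ± 13.2 (SD, n = 27388) of the bases, a difference of -1.79 percentage points (two-sided permutation test, p = 0.0806, adjusted p = 0.0806 over 3 windows). From 10 to 1 nucleotides upstream, U made up 33.3% ± 18.3 (SD, n = 168) and 35.8% ± 17.5 (SD, n = 27388), a difference of -2.46 (p = 0.07 and adjusted p = 0.0806 from the same permutation test). From 15 to 35 nucleotides downstream, U made up 37.6% ± 14.1 (SD, n = 168) and 34.8% ± 13.5 (SD, n = 27388), a difference of 2.8 (p = 0.00733 and adjusted p = 0.022 from the same permutation test). With the 1151 genes whose extension was tested and not raised as the comparison, chosen after seeing the data, the last difference was 1.53 (adjusted p = 0.26 from the same permutation test) and that of U from 10 to 1 nucleotides upstream -3.22 (p = 0.0367 and adjusted p = 0.11 from the same permutation test). The amplicons of all 4 extensions tested by qRT-PCR lie inside the genes as TAIR10.1 annotates them. Whether the other ends match those the extensions were counted from was not tested.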

Analysis of the distribution of nucleotides upstream and downstream of the 3’ cleavage site did not reveal a significant difference from this distribution for genes showing a 3’extension in the *tex1-4* and *hpr1-6* mutant backgrounds (Fig 7A). Additionally, we analyzed the differences at -20 polyadenylation signal for the genes with 3’ extensions compared to all Arabidopsis genes. 

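The hexamer AATAAA, read from the DNA, started 10 to 35 nucleotides upstream of the annotated TAIR10.1 end in 7 of 168 genes with a raised extension (4.17%) and in 1971 of 27388 other protein-coding genes (7.2%). The odds ratio was 0.561 (two-sided Fisher's exact test, p = 0.174). Widening the window to 1 to 50 nucleotides moved it to 0.662 (p = 0.204 from the same exact test), and comparing with the 1151 genes whose extension was tested and not raised, of which 67 carried the hexamer, to 0.703 (p = 0.474 from the same exact test). The qRT-PCR extension amplicons begin upstream of these windows in their genes, so there the windows cannot test the signal that the extensions run past. The paper used another measure, a chi-square test on the frequency of each nucleotide at the consensus.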

Although not statistically significant (p = 0.22), a lower representation of the canonical AAUAAA sequence appeared associated with the group of genes with 3’ extension compared to all genes (Fig 7B). We used the transient expression to test the effect of changing the single AAUGAA polyadenylation signal present in gene AT1G76560 to the canonical AAUAAA. While the optimized polyadenylation signal led to a small decrease in 3’UTR extensions relative to the wild type sequence in Col-0, there was still an approximately 50% increase in the ratio of long-to-short transcripts in the *hpr1-6* and *tex1-4* mutant compared to Col-0 (Fig 7C). Altogether, these results indicate that while HPR1 and TEX4 contribute to mRNA termination, they do not appear to act primarily via the nature of the -20 polyadenylation signal.

**Fig 7:**
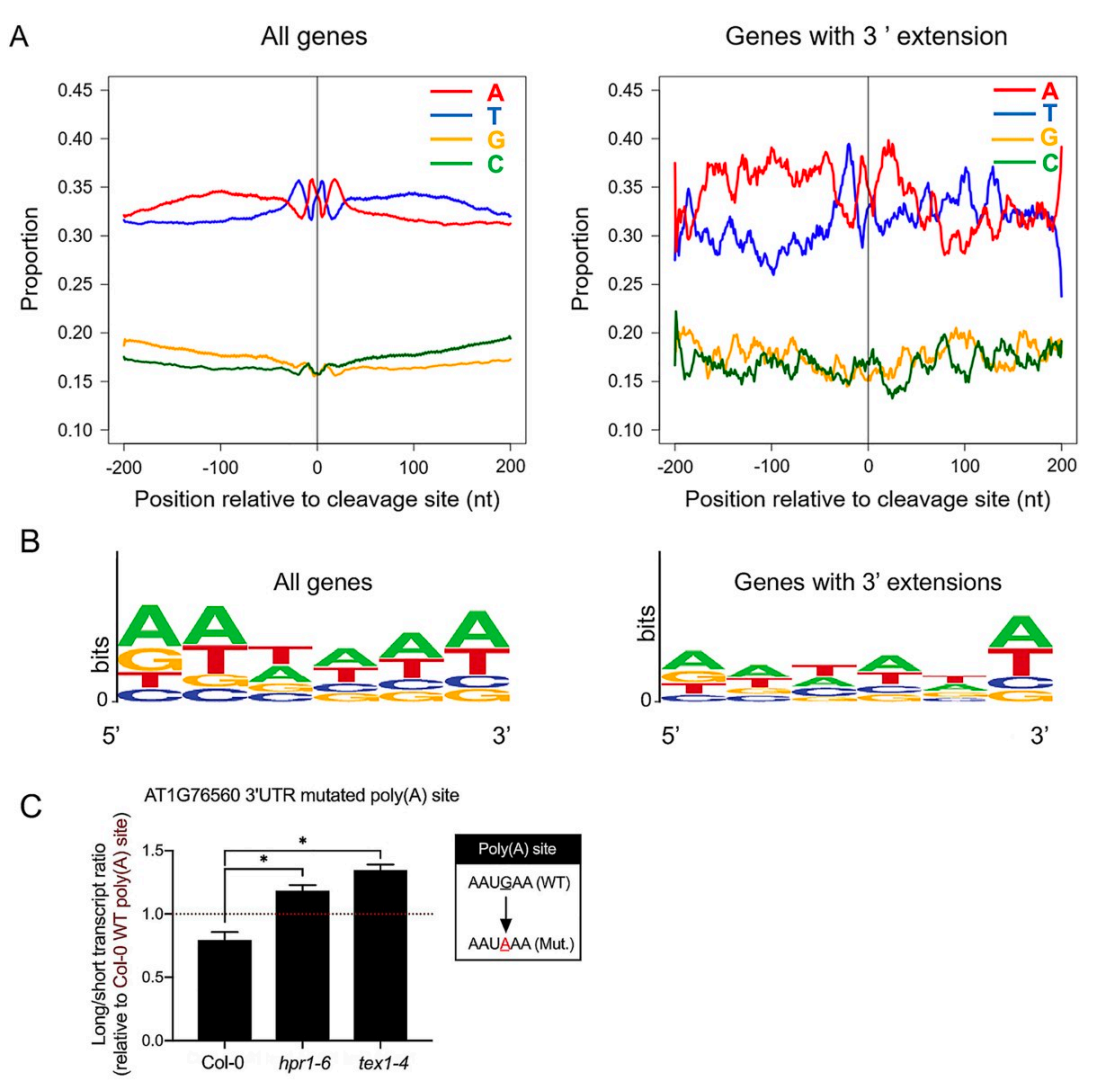
Nucleotide composition near the 3’ cleavage site of mRNAs. (A) Proportion of bases in a 200 nucleotide region 5’ and 3’ of the transcripts termination sites for all genes (left) or genes showing 3’UTR extensions in the *hpr1-6* and *tex1-4* mutant background (right). (B) Graphical representation of base enrichments found at the near upstream element sequence of all genes (left) and genes with 3’UTR extensions in the *hpr1-6* and *tex1-4* mutant background (right). Chi square test pvalue = 0.22 (C) Transient expression of Luciferase gene fused after the stop codon to the 3’end of the gene AT1G76560 in which the wild-type polyadenylation site AAUGAA was mutated to AAUAAA. The construct was expressed in Arabidopsis mesophyll protoplasts obtained from Col-0, *hpr1-6* and *tex1-4*. The bar chart shows the ratios of long-to-short transcripts in the various genotypes and values are expressed relative to the wild-type construct in Col-0. Data are means of four samples with each sample being an independent transfection of protoplasts. Error bars represent standard deviation. Asterisks denote statistical significance (P < 0.05) from the Col-0 control according to Student’s t test.

## Discussion

The contribution of the THO/TREX complex to mRNA biogenesis has been particularly studied for splicing and export [9]. In contrast, the direct implication of the THO/TREX complex in mRNA termination is poorly defined and reported only in few studies in human cells [33, 34]. The THO5 was shown to interact with both CPSF100 and CFIm, two proteins involved in 3’end-processing and polyadenylation site choice, and differences in mRNA polyadenylation were observed in human cells depleted for THO5 [33, 34]. Recruitment of the cyclin-dependent kinase CDK11 by the THO/TREX complex was shown to be essential for the phosphorylation of RNAPII and the proper 3’end processing of the human immunodeficiency virus RNA, although it is unknown if this interaction is also mediated via THO5 [35].

Although considerably less is known about mRNA biogenesis in plants compared to yeast and metazoans, proteins forming the THO core complex are also found in plants, implicating a conservation in their mode of action [13]. Indeed, *A*. *thaliana* mutants in the *HPR1* and *TEX1* genes show defects in mRNA splicing and export [18, 19, 36]. However, most of our knowledge in plants on THO core complex relates to its implication in small RNA biogenesis. *A*. *thaliana* mutants in either *HPR1*, *TEX1*, *THO2* or *THO6* are defective in the synthesis of one or multiple forms of small RNAs, including miRNA, siRNA, and tasiRNAs, although the mode of action behind this defect is currently unknown [14–17]. Some of the phenotypes associated with the *tex1* and *hpr1* mutants in *A*. *thaliana*, such as repression of female germline specification or reduction in scopolin biosynthesis under abiotic stress, are likely caused by a reduction in tasiRNA or miRNA production [37, 38].

This current work highlights the contribution of both TEX1 and HPR1 to mRNA termination. Mutations in these genes in a *pho1-7* mutant background having a T-DNA insertion between the *PHO1* exons 1 and 3 led to the suppression of mRNA termination at the NOS terminator present in the T-DNA, followed by transcriptional read-through and splicing of the T-DNA, resulting in the generation of a near full-length *PHO1* mRNA (minus exon 2). The truncated PHO1 protein generated from this mRNA maintained some Pi export activity, resulting in a reversion of the growth phenotype associated with the severe Pi deficiency of the *pho1-7* mutant.

Beyond its effect on the NOS terminator, mutations in the *HPR1* and *TEX1* genes also affected mRNA 3’ processing of endogenous loci leading to 3’ UTR extensions. Interestingly, the majority of loci with impaired transcription termination were shared between *tex1* and *hpr1* mutants, suggesting that both proteins have overlapping functions in RNA termination. Analysis of nucleotides surrounding of the 3’ cleavage site did not reveal a significant difference for genes showing a 3’extension in the *tex1-4* and *hpr1-6* mutants compared to the Arabidopsis genome. The best defined DNA sequence involved in the control of mRNA polyadenylation site is a A-rich region at approximately -20 nucleotides defined as the near upstream element (NUE). Although the NUE canonical AAUAAA sequence is found very frequently in animal genomes, the heterogeneity in NUE sequences is larger in plants [30, 39]. An apparent deviation (but not statistically significant) from the AAUAAA was observed in genes showing a 3’UTR extension in the *hpr1-6* and *tex1-4*. Furthermore, optimization of the polyadenylation site of the gene AT1G76560 from AAGAAA to AAUAAA did not affect the extent of 3’UTR extension in the *tex1-4* and *hpr1-6* mutants compared to Col-0. It is likely that the relatively low number of genes showing 3’UTR extensions significantly limits our ability to identify nucleotide features that are important in 3’UTR extension in the *tex1-4* and *hpr1-6* mutants through a bioinformatic approach. A more systematic analysis of the 3’UTR of the genes affected in the *tex1-4* and *hpr1-6* mutants, such as AT1G76560 and AT1G03160, using the transient assay described in this study may lead to the identification of the cis-elements involved.

Analysis of the *A*. *tumefaciens* NOS transcript revealed two putative NUE sequences, namely AAUAAA and AAUAAU, at position -135 and -50 nucleotides, which is much further upstream than the usual -20 nucleotides [40]. It is thus likely that other sequences within the NOS terminator play a determinant role in RNA transcription termination. Furthermore, while the prominent dinucleotide located immediately before the cleavage site is typically CA or UA, the dinucleotide GA is present in the NOS terminator [40]. While no detailed functional analysis of the polyadenylation signal of the NOS gene has been reported, it is likely that its unusual structure is related to the bacterial origin of the gene. While the NOS terminator is a common feature of many T-DNA vectors, several studies have shown that transgene expression can be considerably enhanced either when the NOS terminator is combined with a second terminator or when it is replaced by the terminator of plant endogenous genes [41–43]. For example, replacement of the NOS terminator with an extensin terminator was shown to reduce read-through transcript and improve expression of transgenes [44]. Altogether, these data suggest that mutations in the *HPR1* and *TEX1* genes may more prominently affect mRNA 3’processing for genes having unusual or weak polyadenylation signals, such as found in the NOS terminator.

The 3’UTR of mRNAs have important regulatory functions, impacting mRNA stability, localization and translation potential via interaction with numerous RNA binding proteins as well as miRNAs [45]. Extension of the 3’UTRs of genes in the *hpr1-6* and *tex1-4* genetic background may thus impact their expression in numerous ways. In some cases, extension of 3’UTR may also lead to disruption of the downstream gene by the formation of an antisense RNA with potential to trigger siRNA-mediated gene silencing, or by transcriptional interference via RNAPII collision [46]. The *tex1* and *hpr1* mutant are known to have multiple phenotypes, ranging from defects in vegetative and reproductive development [18, 38], responses to both biotic and abiotic stress [36, 37] and the expression of genes encoding acid phosphatases [16] or ethylene signaling pathway repressor [20]. It would be of interest to determine if the genes affected by 3’UTR extensions contribute to some extent to these phenotypes.

Further work is necessary to gain detailed mechanistic insights as to how mutations in *tex1* and *hpr1* lead to both suppression of termination at the NOS terminator and changes in the 3’UTR of endogenous genes. Being part of the TREX complex associated with the mRNA transcription machinery, TEX1 and HPR1 could affect mRNA transcription termination through interactions with proteins more specifically involved in 3’end processing. This would be analogous to the implication of the THOC5 protein, another component of the TREX complex, in mRNA 3’-end processing in mammals via interactions with mRNA cleavage factors, including CPSF100 [33, 34]. Since TEX1 and HPR1 have both been implicated in the generation of small RNAs, including tasiRNA, siRNA and miRNA, the contribution of these pathway to mRNA termination should also be further examined. Reversion of the *pho1-7* growth phenotype could not be reproduced by mutations in the *SGS3* and *RDR6* genes involved in small RNA biogenesis, in particular of tasiRNAs, indicating that the effects of the *hpr1* and *tex1* mutations in *pho1-7* could not be caused by changes in tasiRNAs generation [14, 15, 17, 18]. siRNA is associated with DNA methylation, which in turn could impact RNA polymerase activity and mRNA processing, including splicing and termination [47, 48]. Although the T-DNA present in the *pho1-7* mutant is both well transcribed and mediates resistance to kanamycin, suggesting that it is unlikely to be strongly methylated, more subtle effects of siRNA-mediated methylation on RNA transcription termination at the NOS terminator and endogenous loci should be explored.

The N-terminal half of the PHO1 protein harbors a SPX domain which is involved in binding inositol polyphosphate at high affinity via interactions with conserved tyrosine and lysine residues [49, 50]. A PHO1 protein with mutations in these SPX conserved amino acids is unable to complement the *pho1-2* null mutant, indicating that the binding of inositol polyphosphate is important for PHO1 activity *in plantae* [50]. The protein PHO1^Δ84–114^ synthesized from the *pho1-7* mutant does not affect the core of the SPX domain but only leads to a small deletion at the N-terminal end of the second SPX subdomain (see S1 Text). Heterologous expression of the PHO1^Δ84–114^ protein in tobacco leaves led to specific Pi export activity, indicating that the 31 amino acid deletion does not completely inactivates the protein. Considering that *pho1-7 tex1-4* and *pho1-7 hpr1-6* as well as the *pho1-4* null mutant expressing the PHO1^Δ84-114^ protein have low shoot Pi, is thus likely that the PHO1^Δ84-114^ retains some Pi export activity in root xylem parenchyma cells, but lower than the wild type protein. The high level of expression of the PHO1^Δ84-114^ protein in the *pho1-7 tex1-4* mutant cannot be simply explained by a higher expression of the truncated *PHO1*^Δ249–342^ mRNA in the double mutant background relative the *pho1-7* parent, since the *PHO1*^Δ249–342^ mRNA remained lower than the full length *PHO1* mRNA in Col-0 plants. PHO1 is known to be degraded by PHO2, a key protein involved in the Pi-deficiency signaling pathway [51]. Whether the high level of PHO1^Δ84–114^ accumulation is a reflection of greater stability of the truncated protein and/or increased translation efficiency of the truncated mRNA remains to be determined.

Uncoupling low leaf Pi from its main effect on shoot growth has previously been reported for plants under-expressing *PHO1* via silencing, indicating a role for high root Pi content and PHO1 in modulating the response of the shoot to Pi deficiency [25]. The improved shoot growth observed in the *pho1-7 tex1-4* and *pho1-7 hpr1-6* compared to the parent *pho1-7* is likely due to the increased expression of the PHO1^Δ84–114^ hypomorphic protein and an increase in Pi export activity. However, both *hpr1* and *tex1* mutants have low expression of the *RTE1* gene involved in the repression of the ethylene signaling pathway which has been linked to an increase in root-associated acid phosphatase activity and root hair elongation in these mutants, two characteristics that can positively impact Pi acquisition [16, 20]. It is thus possible that a small part of the growth improvement observed in the *tex1-4 pho1-7* and *hpr1-6 pho1-7* may also be associated with the repression of the ethylene pathway.

## Materials and methods

### Plant material and growth conditions

All Arabidopsis plants used in this study, including mutants and transgenic plants, were in the Columbia (Col-0) background. For *in vitro* experiments, plants were grown in half-strength Murashige and Skoog (MS) salts (Duchefa M0255) containing 1% (w/v) sucrose and 0.7% (w/v) agar. For Pi-deficient medium MS salts without Pi (Caisson Labs, MSP11) and purified agar (Conda, 1806) was used. Pi buffer pH5.7 (93.5% KH_2_PO_4_ and 6.5% K_2_HPO_4_) was added to obtain different Pi concentrations. In the Pi-deficient media, Pi buffer was replaced by equimolar amounts of KCl. Plants were also grown either in soil or in a clay-based substrate (Seramis) supplemented with half-strength MS for the isolation of roots. Growth chamber conditions were 22°C, 60% humidity, and a 16h light/8h dark photoperiod with 100 μE/m2 per sec of white light for long days and 10h light/14h dark for short days. The *pho1-2*, *pho1-4*, *pho1-7* (SALK_119529) and *tex1-4* were previously described [15, 22, 52] and *hpr1-6* (SAIL_1209_F10) is a T-DNA mutant from SAIL collection. The *rdr6-11* is an EMS-derived mutant while *sgs3-1* is a T-DNA mutant from the SALK collection (SALK_001394) and have both been previously described [28].

### *pho1* suppressor screen

Ethyl methanesulfonate (EMS) mutagenesis was performed on approximately 20,000 seeds of homozygous *pho1-7*. Seeds were treated with 0.2% (v/v) EMS in 100mM phosphate buffer for 8 hours and were rinsed with water 10 times afterwards. Approximately 10, 000 individual M1 plants were grown and seeds of their progeny were collected in bulk. Approximately 10’300 M2 plants were grown in soil for 4 weeks under an 16h/8h day/night light cycle. Plants showing an increased rosettes size relative to the *pho1-7* parent were identified and their seeds collected. In the next generation, plants retaining 100% kanamycin resistance mediated by the T-DNA in *PHO1* were sown in soil and the Pi content in 3-week-old rosettes was determined using the molybdate assay [53] as previously described [27]. Plants showing the combination of increased rosettes size with low shoot Pi similar to *pho1-7* were then genotyped by PCR to further confirm the presence of the T-DNA in the *PHO1* locus in an homozygous state.

### Identification of mutant genes by next generation sequencing

*pho1-7* suppressor mutant was back-crossed to the parent *pho1-7* line to test if the mutation was dominant or recessive and to generate an isogenic mapping population. Approximately 40 plants with a *pho1-7* suppressor phenotype were selected from the segregating F2 population. DNA was extracted from the pool of these 40 mutants and sequencing was performed using Illumina Hiseq 2000 system. DNA sequencing yielded an average coverage of 80 to 100 nucleotides per nucleotide per sample. Sequencing reads were mapped with Burrows-Wheeler Aligner software (BWA) version 0.5.9-r16 using default parameters to the TAIR10 release of the *A*. *thaliana* genome. Using SAM (Sequence Alignment/Map) tool the alignments were converted to BAM format. SNPs were called with the Unified Genotyper tool of the Genome Analysis Toolkit (GATK) version v1.4-24-g6ec686b. SNPs present in the parental line *pho1-7* were filtered out using BEDTools utilities version v2.14.2. TAIR10_GFF3_genes_transposons.gff file was used to filter out the SNPs present in the transposons. The predicted effect of the remaining SNPs in coding regions was assessed with SNPEff version 2.0.4 RC1. Unix command awk was used to extract the SNP frequencies (the number of reads supporting a given SNP over the total number of reads covering the SNP location) and were plotted with R 2.15.1.

### Cloning and transgenic lines

For complementation of *pho1-7* suppressor with *TEX1*, genomic sequence including 2 kb promoter, 5’UTR and 3’UTR was amplified using primers TEX1-gen-F -and TEX1-gen-R (sequences of all primers used are listed in S1 Table). The amplicon was cloned into pENTR/D TOPO vector (Invitrogen). The entry vector was then shuttled into the binary vector pMDC99 [54] using Gateway technology (Invitrogen). For pTEX1:TEX1:GFP fusion, *TEX1* promoter and gene was amplified using primers TEX1-gen-F and TEX1-gen-R-w/o-stop. Reverse primer was designed to remove the stop codon from *TEX1* gene. The amplicon was cloned into pENTR/D TOPO vector (Invitrogen). The entry vector was then shuttled into the binary vector pMDC107, which contains GFP at the C-terminal [54]. For *TEX1* promoter GUS fusion, promoter was amplified using the primers TEX1-Pro-infu-LP and TEX1-Pro-infu-RP. The amplicon was cloned into the gateway entry vector pE2B using Infusion technology (Clonetech). The entry vector was then shuttled into the binary vector pMDC63 [54] using Gateway technology (Invitrogen). For cloning pPHO1:gPHO1^Δ83–114^:GFP, promoter and first exon was amplified using primers P2BJ pPHO1 1exon L and P2BJ pPHO1 1exon R (fragment 1), *PHO1* gene from third exon until before the stop codon was amplified using primers P2BJ PHO1gene 3rd exon F and P2BJ PHO1gene 3rd exon R (fragment 2). The two fragments were combined together in the Gateway entry vector pE2B using Infusion technology (Clonetech). The entry vector was then shuttled into the binary vector pMDC107 [54] using Gateway technology (Invitrogen). All the binary vectors were transformed into *Agrobacterium tumefaciens* strain GV3101 and plants were transformed using flower dip method [55].

For analysis of transcript termination by transient expression in Arabidopsis protoplasts, the 500 nucleotides located immediately after the stop codon of the genes AT1G76560 and AT1G03160 were fused after the stop codon of the nano-luciferase (nLUC) gene. To achieve this, the 500 bp 3’sequences from AT1G76560 (wild-type and mutated) and AT1G03160 flanked by attR1 and attR2 sites were synthesized and inserted in the pUC57 plasmid by Genscript. The DNA insert was then shuttled by Gateway cloning into the dual-luciferase vector nLucFlucGW (Genbank MH552885) [56] modified to lack the original nLuc 3’UTR and terminator sequences. The final constructs had the hybrid genes expressed under the control of the ubiquitin promoter, as well as the firefly luciferase gene (Fluc) constitutively expressed, used for loading control.

### Quantitative RT-PCR, phosphate measurement, lipid profile and Pi export assay

Quantitative RT-PCR and Pi export assay was performed as previously described [27]. For transient expression of PHO1, *Nicotiana benthamiana* tobacco plants were infiltrated with *A*. *tumefaciens* as previously described [21]. Pi measurements were performed using the molybdate-ascorbic acid method [53]. Analysis of leaf diacylglycerides was performed by the Kansas Lipidomics Research Center (www.k-state.edu/lipid/lipidomics/)

### Confocal microscopy

Seedlings were incubated for 10 min in a solution of 15 mM Propidium Iodide (Sigma, P4170) and rinsed twice with water. Excitation and detection window for GFP was set at 488 nm for excitation and 490–555 nm for detection. Propidium iodide was excited at 555 nm and detected at 600-700nm. All experiments were performed using Zeiss LSM 700 confocal microscope.

### Western blot analysis

Plants were grown on clay-based substrate (Seramis) supplemented with half-strength MS liquid medium. Proteins were extracted from homogenized 25-day-old roots at 4°C in extraction buffer containing 10 mM phosphate buffer pH 7.4, 300 mM sucrose, 150 mM NaCl, 5 mM EDTA, 5 mM EGTA, 1 mM DTT, 20 mM NaF and 1× protease inhibitor (Roche EDTA free complete mini tablet), and sonicated for 10 min in an ice-cold water bath. Fifty micrograms of protein were separated on an SDS-PAGE and transferred to an Amersham Hybond-P PVDF membrane (GE healthcare). The rabbit polyclonal antibody to PHO1 [51] and goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology) was used along with the Western Bright Sirius HRP substrate (Advansta). Signal intensity was measured using a GE healthcare ImageQuant RT ECL Imager.

### Illumina RNA-sequencing data analysis

RNA was extracted from roots of plants grown for 3 weeks in pots containing clay-based substrate (Seramis) or for 7 days on vertical agar plates containing half-strength MS media with 1% (w/v) sucrose. Strand-specific libraries were prepared using the TruSeq Stranded Total RNA kit (Illumina). PolyA^+^ RNAs were selected according to manufacturer's instructions and the cDNA libraries were sequenced on a HiSeq 2500 Illumina sequencer. The reads were mapped against TAIR10.31 reference genome using Hisat2 [57] and the readcount for each gene was determined using HTSeqcount [58]. Readcounts were normalized using DESeq2 [59]. Figures showing read density from RNAseq data were generated using Integrative genomics viewer (IGV) [60].

### Analysis of full-length mRNA using PacBio sequencing

One μg of total RNA was used to generate cDNA with the SMARTer PCR cDNA Synthesis kit (Clontech). Fifty μl of cDNA were amplified by 13 PCR cycles with the Kapa HiFi PCR kit (Kapa Biosystems) followed by size selection from 1.5kb to 3.5kb with a BluePippin system (Sage Science). Seventy ng of the size selected fragment were further amplified with Kapa HiFi PCR kit for 5 cycles and 2 minutes extension time and 750 ng was used to prepare a SMRTbell library with the PacBio SMRTbell Template Prep Kit 1 (Pacific Biosciences) according to the manufacturer's recommendations. The resulting library was sequenced with P4/C2 chemistry and MagBeads on a PacBio RSII system (Pacific Biosciences) at 240 min movie length using one SMRT cell v2. Bioinformatics analysis were performed through SMRT Analysis Server v2.3.0. using RS_IsoSeq.1 workflow and TAIR10.31 as reference genome.

### Identification of 3’UTR extensions

3’ UTR extensions were identified following a procedure adapted from Sun et al. 2017 [8]. Briefly, reads obtained by single or paired-end polyA+ RNAseq were mapped with Hisat2 [57] against the intergenic regions extracted from TAIR10.31 annotation. Each intergenic region was divided into 10 nucleotide bins and the normalized readcount was determined for each bin with HTSeq-count [58] and DESeq2 [59]. 3’ extensions were then contiguously assembled from the 5’ end of intergenic intervals until a bin had a normalized readcount < 1. Only extensions longer than 200 nucleotides were kept for further analyses.

The number of reads mapping each TAIR10.31 gene and newly identified 3’ extensions was determined with HTSeq-count [58]. Differential expression analysis was performed with DESeq2 [59] to identify extensions significantly up- or down-regulated independently of the expression level of the TAIR10.31 annotated gene body, comparing different genotypes. An extension was considered significantly differentially expressed if the adjusted pvalue corrected for false discovery rate was < 0.1 and the fold change of the ratios normalized readcount 3’ extension / normalized readcount gene body between 2 genotypes was > 2.

To analyze the polyadenylation signal present in genes with and without 3’UTR extensions, the frequency of each nucleotide at the polyadenylation consensus sequence AAUAAA was calculated for each gene and a Chi square test was used to test for statistical significance.

### Chromatin immunoprecipitation analyzed by qPCR

Leaves from 3-week-old *A*. *thaliana* seedlings from different genotypes were harvested and immediately incubated in 37 ml of pre-chilled fixation buffer (1% formaldehyde in 0.4 M sucrose, 10 mM Tris pH 8, 1 mM EDTA, 1 mM PMSF, 0.05% Triton X‐100) for 10 min under vacuum. 2.5 ml of Glycine (2.5 M) was added and samples were incubated for 5 additional min under vacuum, rinsed 3 times with water and frozen in liquid nitrogen. Frozen samples were ground and the powder resuspended in 30 ml of extraction buffer I (0.4 M sucrose, 10 mM HEPES pH 8, 5 mM ß-mercaptoethanol, 0.1 g/ml 4-(2-aminoethyl) benzenesulfonyl fluoride hydrochloride (AEBSF). After 20 min incubation at 4°C, the mixture was filtered through Miracloth and centrifuged for 20 min at 3000 g at 4°C. The pellet was resuspended in 300 μl of extraction buffer III (1.7 M sucrose, 10 mM HEPES pH 8, 0.15% Triton X-100, 2 mM MgCl_2_, 5 mM 5 mM ß-mercaptoethanol, 0.1 g/ml AEBSF), loaded on top of a layer of 300 μl of extraction buffer III and centrifuge for 1h at 16000 g at 4°C. The pellet was resuspended in 300 μl of Nuclei Lysis Buffer (50 mM HEPES pH 8, 10 mM EDTA, 1% SDS, 0.1 g/ml AEBSF) and incubated on ice for 30 min.

Chromatin solution was centrifuged twice for 10 min at 14000 g, 4°C and incubated over-night with S2P-RNApolII specific antibodies. The mixture was then incubated with Protein A beads for 3h at 4°C. After washing, immune complexes were eluted twice with 50 μl of Elution Buffer (1% SDS, 0.1 M NaHCO3). To reverse crosslinking, 4 μl of a 5 M NaCl solution was added to 100 μl of eluate and the mixture incubated overnight at 65°C. Two μl of 0.5 M EDTA, 1.5 μl of 3 M Tris-HCl pH 6.8 and 20 μg of proteinase K were then added and the mixture incubated for 3h at 45°C. DNA was then extracted using the NucleoSpin kit from Macherey Nagel. DNA samples were diluted 10 times and 2 μl were used for quantification by qPCR using Master Mix SYBR Select (Applied Biosystems).

### Transient expression in Arabidopsis protoplasts

Arabidopsis protoplasts were produced and transformed as previously described [61]. In brief, wild type Col-0, as well as *hrp1-6* and *tex1-4* mutant plants were grown in long photoperiod (16 h light and 8 h dark at 21 ^0^C) for 4–5 weeks and leaves were cut with razor blades to produce 0.5–1 mm leaf strips. These were submerged in enzyme solution (1% cellulase, 0.25% macerozyme, 0.4 M mannitol, 20 mM KCl, 20 mM MES and 10 mM CaCl2), vacuum infiltrated and incubated at room temperature for 2 h. Protoplasts were harvested by centrifugation at 100 g for 3 min, washed with W5 solution (154 mM NaCl, 125 mM CaCl2, 5 mM KCl and 2 mM MES) and resuspended in MMG solution (4 mM MES, pH 5.7, 0.4 M mannitol and 15 mM MgCl2) at 1x10^6^ protoplast/ml. Protoplast transformation was performed by combining ~1.5 x10^5^ protoplasts, 8μg of plasmid, and PEG solution (40% PEG4000, 0.2 M mannitol and 100 mM CaCl2). After replacing PEG solution with W5 solution by consecutive washings, protoplasts were kept in the dark for approximately 16 hours at 21°C.

Transformed protoplasts were harvested by centrifugation at 6000 g for 1 min, and resuspended in 1X Passive Lysis buffer (Promega, E1941). The lysate was cleared by centrifugation and RNA was extracted using RNA purification kit as described by the manufacture (Jena Bioscience, PP-210), followed by DNase I treatment. cDNA was synthesized from 0.1 μg RNA using M-MLV Reverse Transcriptase (Promega, M3681) and oligo d(T)15 as primer following the manufacturer's instructions. qPCR analysis was performed using SYBR select Master Mix (Applied Biosystems, 4472908) with primer pairs specific to transcripts of interest and firefly luciferase mRNA, used for data normalization. Long/short transcript ratio was calculated with the following formula:

ΔCT(long transcript) = CT(long transcript)—CT(Fluc)

ΔCT(short transcript) = CT(short transcript)—CT(Fluc)

ΔΔCT(long/short) = ΔCT(long transcript) / ΔCT(short transcript)

Long/short transcript ratio = 2^ΔΔCT(long/short)^.

## Supporting information

S1 Fig TEX1 is broadly expressed and localized in the nucleus. (A) TEX1 localization in root tips of 5-day-old seedlings. Expression of *TEX1*::*GFP* fusion is under the control of the endogenous *TEX1* promoter. (B) GUS expression from the *TEX1* promoter in roots and cotyledons of 5-day-old seedlings (left) as well as rosette leaves of 4-week-old plants (right). Plants were transformed with a *TEX1 promoter*:*GUS* construct. Inset (lower right) shows expression in a section of mature root. (C) Expression profile of the *TEX1* gene in Arabidopsis as visualized with the eFP Browser 2.0 (https://bar.utoronto.ca/efp2/).
(PDF) Click here for additional data file.

S2 Fig *pho1-7* suppressor mutant (*pho1-7 tex1-6*) restores the expression of phosphate starvation response genes and lipid dynamics comparable to Col-0 level. (A) Relative expression of phosphate starvation-induced genes in the shoots of 4-week-old plants. (B) Lipid quantification in the shoots of 4-week-old plants. DGDG, digalactosyldiacylglycerol; PG, phosphatidylglycerol; PE, phosphatidylethalonamine. Data in A and B are means of three samples from plants grown in independent pots and three technical replicates. Error bars represent standard deviation. Values marked with lowercase letters are statistically significantly different from those for other groups marked with different letters (P < 0.05, ANOVA with the Tukey-Kramer HSD test).
(PDF) Click here for additional data file.

S3 Fig Mapping of *pho1-7* RNA onto the *PHO1* locus. (A) Illumina RNA sequencing reads density graph mapped against the wild-type *PHO1* locus. Note that exon 2 of *PHO1* is missing in the *pho1-7* mutant because of T-DNA insertion while it is present in Col-0. (B) Pac-Bio read density graph showing full length mRNA structure at the *PHO1* locus. The top red box shows the location of the T-DNA in *pho1-7*. pNOS, NOS promoter; NPTII, neomycin phosphotransferase gene; tNOS, NOS terminator. The black boxes below shows the positions of the 15 *PHO1* exons, except for exon 2 which is shown in green. Exon 2 is present in Col-0 but deleted in the *pho1-7*, *pho1-7 tex1-4* and *pho1-7 hpr1-6* mutants as a result of T-DNA insertion. For each genotype, the sequence of independent cDNAs are shown by individual lines (red and blue lines) with the grey areas representing the sequence density in each region.
(PDF) Click here for additional data file.

S4 Fig Overlap in genes showing 3’UTR extensions in *tex1-4* mutant grown under various conditions. RNA extracted from roots of *pho1-7 tex1-4* and *pho1-7* plants grown in pots for 4 weeks (green) or *tex1-4* and Col-0 plants grown in petri dishes for 7 days (blue) were used.
(PDF) Click here for additional data file.

S5 Fig Gene ontology of genes showing 3’UTR extensions in the *hpr1-6* and *tex1-4* mutants. The histograms show the fold enrichment of a given gene ontology term.
(PDF) Click here for additional data file.

S1 Text Sequence of the *pho1-7* locus with the production of the truncated PHO1 protein. (PDF) Click here for additional data file.

S1 Table List of oligonucleotides used in this study. (XLSX) Click here for additional data file.

## References

[1] ChenFX, SmithER, ShilatifardA. Born to run: control of transcription elongation by RNA polymerase II. Nat Rev Mol Cell Biol. 2018;19(7):464–478. 10.1038/s41580-018-0010-5 29740129

[2] HerzelL, OttozDSM, AlpertT, NeugebauerKM. Splicing and transcription touch base: co-transcriptional spliceosome assembly and function. Nat Rev Mol Cell Biol. 2017;18(10):637–650. 10.1038/nrm.2017.63 28792005PMC5928008

[3] RichardP, ManleyJL. Transcription termination by nuclear RNA polymerases. Genes Dev. 2009;23(11):1247–1269. 10.1101/gad.1792809 19487567PMC2763537

[4] HsinJ-P, ManleyJL. The RNA polymerase II CTD coordinates transcription and RNA processing. Genes Dev. 2012;26(19):2119–2137. 10.1101/gad.200303.112 23028141PMC3465734

[5] NagarajanVK, JonesCI, NewburySF, GreenPJ. XRN 5 ' -> 3 ' exoribonucleases: Structure, mechanisms and functions. Biochim Biophys Acta. 2013;1829(6–7):590–603. 10.1016/j.bbagrm.2013.03.005 23517755PMC3742305

[6] ChenW, JiaQ, SongY, FuH, WeiG, NiT. Alternative Polyadenylation: Methods, Findings, and Impacts. Genom Proteom Bioinf. 2017;15(5):287–300.10.1016/j.gpb.2017.06.001PMC567367429031844

[7] MapendanoCK, Lykke-AndersenS, KjemsJ, BertrandE, JensenTH. Crosstalk between mRNA 3 ' End Processing and Transcription Initiation. Mol Cell. 2010;40(3):410–422. 10.1016/j.molcel.2010.10.012 21070967

[8] SunH-X, LiY, NiuQ-W, ChuaN-H. Dehydration stress extends mRNA 3 ' untranslated regions with noncoding RNA functions in Arabidopsis. Genome Res. 2017;27(8):1427–1436. 10.1101/gr.218669.116 28522613PMC5538558

[9] KatahiraJ. mRNA export and the TREX complex. Biochim Biophys Acta. 2012;1819(6):507–513. 10.1016/j.bbagrm.2011.12.001 22178508

[10] HeathCG, ViphakoneN, WilsonSA. The role of TREX in gene expression and disease. Biochem J. 2016;473:2911–2935. 10.1042/BCJ20160010 27679854PMC5095910

[11] MeinelDM, Burkert-KautzschC, KieserA, O'DuibhirE, SiebertM, MayerA, CramerP, SodingJ, HolstegeFCP, StraesserK. Recruitment of TREX to the Transcription Machinery by Its Direct Binding to the Phospho-CTD of RNA Polymerase II. PLoS Genet. 2013;9(11).10.1371/journal.pgen.1003914PMC382814524244187

[12] Gomez-GonzalezB, Garcia-RubioM, BermejoR, GaillardH, ShirahigeK, MarinA, FoianiM, AguileraA. Genome-wide function of THO/TREX in active genes prevents R-loop-dependent replication obstacles. EMBO J. 2011;30(15):3106–3119. 10.1038/emboj.2011.206 21701562PMC3160181

[13] EhrnsbergerHF, GrasserM, GrasserKD. Nucleocytosolic mRNA transport in plants: export factors and their influence on growth and development. J Exp Bot. 2019; 10.1093/jxb/erz173 30972423

[14] YelinaNE, SmithLM, JonesAME, PatelK, KellyKA, BaulcombeDC. Putative Arabidopsis THO/TREX mRNA export complex is involved in transgene and endogenous siRNA biosynthesis. Proc Natl Acad Sci USA. 2010;107(31):13948–13953. 10.1073/pnas.0911341107 20634427PMC2922225

[15] JauvionV, ElmayanT, VaucheretH. The Conserved RNA Trafficking Proteins HPR1 and TEX1 Are Involved in the Production of Endogenous and Exogenous Small Interfering RNA in Arabidopsis. Plant Cell. 2010;22(8):2697–2709. 10.1105/tpc.110.076638 20798330PMC2947180

[16] TaoS, ZhangY, WangX, XuL, FangX, LuZJ, LiuD. The THO/TREX Complex Active in miRNA Biogenesis Negatively Regulates Root-Associated Acid Phosphatase Activity Induced by Phosphate Starvation. Plant Physiol. 2016;171(4):2841–2853. 10.1104/pp.16.00680 27329222PMC4972289

[17] Francisco-MangiletAG, KarlssonP, KimM-H, EoHJ, OhSA, KimJH, KulcheskiFR, ParkSK, Andres ManavellaP. THO2, a core member of the THO/TREX complex, is required for microRNA production in Arabidopsis. Plant J. 2015;82(6):1018–1029. 10.1111/tpj.12874 25976549

[18] FurumizuC, TsukayaH, KomedaY. Characterization of EMU, the Arabidopsis homolog of the yeast THO complex member HPR1. RNA. 2010;16(9):1809–1817. 10.1261/rna.2265710 20668032PMC2924540

[19] SorensenBB, EhrnsbergerHF, EspositoS, PfabA, BruckmannA, HauptmannJ, MeisterG, MerklR, SchubertT, LaengstG et al The Arabidopsis THO/TREX component TEX1 functionally interacts with MOS11 and modulates mRNA export and alternative splicing events. Plant Mol Biol. 2017;93(3):283–298. 10.1007/s11103-016-0561-9 28004241

[20] XuC, ZhouX, WenC-K. HYPER RECOMBINATION1 of the THO/TREX Complex Plays a Role in Controlling Transcription of the REVERSION-TO-ETHYLENE SENSITIVITY1 Gene in Arabidopsis. PLoS Genet. 2015;11(2).10.1371/journal.pgen.1004956PMC433417025680185

[21] ArpatAB, MaglianoP, WegeS, RouachedH, StefanovicA, PoirierY. Functional expression of PHO1 to the Golgi and *trans*-Golgi network and its role in export of inorganic phosphate. Plant J. 2012;71:479–491. 10.1111/j.1365-313X.2012.05004.x 22449068

[22] HamburgerD, RezzonicoE, MacDonald-Comber PetétotJ, SomervilleC, PoirierY. Identification and characterization of the *Arabidopsis PHO1* gene involved in phosphate loading to the xylem. Plant Cell. 2002;14:889–902. 10.1105/tpc.000745 11971143PMC150690

[23] PoirierY, ThomaS, SomervilleC, SchiefelbeinJ. A mutant of *Arabidopsis* deficient in xylem loading of phosphate. Plant Physiol. 1991;97:1087–1093. 10.1104/pp.97.3.1087 16668493PMC1081126

[24] StefanovicA, ArpatAB, BlignyR, GoutE, VidoudezC, BensimonM, PoirierY. Overexpression of PHO1 in Arabidopsis leaves reveals its role in mediating phosphate efflux. Plant J. 2011;66:689–699. 10.1111/j.1365-313X.2011.04532.x 21309867

[25] RouachedH, StefanovicA, SeccoD, ArpatAB, GoutE, BlignyR, PoirierY. Uncoupling phosphate deficiency from its major effects on growth and transcriptome via PHO1 expression in Arabidopsis. Plant J. 2011;65:557–570. 10.1111/j.1365-313X.2010.04442.x 21288266

[26] SeccoD, BaumannA, PoirierY. Charcaterization of the rice *PHO1* gene family reveals a key role for *OsPHO1;2* in phosphate homeostasis and the evolution of a distinct clade in dicotyledons. Plant Physiol. 2010;152:1693–1704. 10.1104/pp.109.149872 20081045PMC2832267

[27] WegeS, KhanGA, JungJ-Y, VogiatzakiE, PradervandS, AllerI, MeyerAJ, PoirierY. The EXS domain of PHO1 participates in the response of shoots to phosphate deficiency via a root-to-shoot signal. Plant Physiol. 2016;170(1):385–400. 10.1104/pp.15.00975 26546667PMC4704572

[28] PeragineA, YoshikawaM, WuG, AlbrechtHL, PoethigRS. SGS3 and SGS2/SDE1/RDR6 are required for juvenile development and the production of trans-acting siRNAs in Arabidopsis. Genes Dev. 2004;18(19):2368–2379. 10.1101/gad.1231804 15466488PMC522987

[29] RonemusM, VaughnMW, MartienssenRA. MicroRNA-targeted and small interfering RNA-mediated mRNA degradation is regulated by Argonaute, Dicer, and RNA-dependent RNA polymerase in Arabidopsis. Plant Cell. 2006;18(7):1559–1574. 10.1105/tpc.106.042127 16798886PMC1488920

[30] LokeJC, StahlbergEA, StrenskiDG, HaasBJ, WoodPC, LiQQ. Compilation of mRNA polyadenylation signals in Arabidopsis revealed a new signal element and potential secondary structures. Plant Physiol. 2005;138(3):1457–1468. 10.1104/pp.105.060541 15965016PMC1176417

[31] SherstnevA, DucC, ColeC, ZacharakiV, HornyikC, OzsolakF, MilosPM, BartonGJ, SimpsonGG. Direct sequencing of Arabidopsis thaliana RNA reveals patterns of cleavage and polyadenylation. Nat Struct Mol Biol. 2012;19(8):845–852. 10.1038/nsmb.2345 22820990PMC3533403

[32] WuXH, LiuM, DownieB, LiangC, JiGL, LiQQ, HuntAG. Genome-wide landscape of polyadenylation in Arabidopsis provides evidence for extensive alternative polyadenylation. Proc Natl Acad Sci USA. 2011;108(30):12533–12538. 10.1073/pnas.1019732108 21746925PMC3145732

[33] Doan Duy HaiT, SaranS, WilliamsonAJK, PierceA, Dittrich-BreiholzO, WiehlmannL, KochA, WhettonAD, TamuraT. THOC5 controls 3 ' end- processing of immediate early genes via interaction with polyadenylation specific factor 100 (CPSF100). Nucleic Acids Res. 2014;42(19):12249–12260. 10.1093/nar/gku911 25274738PMC4231767

[34] KatahiraJ, OkuzakiD, InoueH, YonedaY, MaeharaK, OhkawaY. Human TREX component Thoc5 affects alternative polyadenylation site choice by recruiting mammalian cleavage factor I. Nucleic Acids Res. 2013;41(14):7060–7072. 10.1093/nar/gkt414 23685434PMC3737531

[35] PakV, EiflerTT, JaegerS, KroganNJ, FujinagaK, PeterlinBM. CDK11 in TREX/THOC Regulates HIV mRNA 3 ' End Processing. Cell Host Microbe. 2015;18(5):560–570. 10.1016/j.chom.2015.10.012 26567509PMC4648707

[36] PanH, LiuS, TangD. HPR1, a component of the THO/TREX complex, plays an important role in disease resistance and senescence in Arabidopsis. Plant J. 2012;69(5):831–843. 10.1111/j.1365-313X.2011.04835.x 22035198

[37] DollS, KuhlmannM, RuttenT, MetteMF, ScharfenbergS, PetridisA, BerrethDC, MockHP. Accumulation of the coumarin scopolin under abiotic stress conditions is mediated by the Arabidopsis thaliana THO/TREX complex. Plant J. 2018;93(3):431–444. 10.1111/tpj.13797 29222952

[38] SuZ, ZhaoL, ZhaoY, LiS, WonS, CaiH, WangL, LiZ, ChenP, QinY et al The THO Complex Non-Cell-Autonomously Represses Female Germline Specification through the TAS3-ARF3 Module. Curr Biol. 2017;27(11):1597–+. 10.1016/j.cub.2017.05.021 28552357PMC5544534

[39] TianB, HuJ, ZhangHB, LutzCS. A large-scale analysis of mRNA polyadenylation of human and mouse genes. Nucleic Acids Res. 2005;33(1):201–212. 10.1093/nar/gki158 15647503PMC546146

[40] DepickerA, StachelS, DhaeseP, ZambryskiPC, GoodmanH. Nopaline synthase: transcript mapping and DNA sequence. J Mol Appl Genet. 1982;6:561–573.7153689

[41] BeyeneG, Buenrostro-NavaMT, DamajMB, GaoSJ, MolinaJ, MirkovTE. Unprecedented enhancement of transient gene expression from minimal cassettes using a double terminator. Plant Cell Rep. 2011;30(1):13–25. 10.1007/s00299-010-0936-3 20967448

[42] NagayaS, KawamuraK, ShinmyoA, KatoK. The HSP Terminator of Arabidopsis thaliana Increases Gene Expression in Plant Cells. Plant Cell Physiol. 2010;51(2):328–332. 10.1093/pcp/pcp188 20040586

[43] RichterLJ, ThanavalaY, ArntzenCJ, MasonHS. Production of hepatitis B surface antigen in transgenic plants for oral immunization. Nat Biotechnol. 2000;18(11):1167–1171. 10.1038/81153 11062435

[44] RosenthalSH, DiamosAG, MasonHS. An intronless form of the tobacco extensin gene terminator strongly enhances transient gene expression in plant leaves. Plant Mol Biol. 2018;96(4–5):429–443. 10.1007/s11103-018-0708-y 29429129

[45] MayrC. Regulation by 3 ‘-untranslated regions. Ann Rev Genet. 2017;51:171–194. 10.1146/annurev-genet-120116-024704 28853924

[46] KindgrenP, ArdR, IvanovM, MarquardtS. Transcriptional read-through of the long non-coding RNA SVALKA governs plant cold acclimation. Nature Comm. 2018;9.10.1038/s41467-018-07010-6PMC621240730385760

[47] Cuerda-GilD, SlotkinRK. Non-canonical RNA-directed DNA methylation. Nature Plants. 2016;2(11):e16163.10.1038/nplants.2016.16327808230

[48] MathieuO, BoucheN. Interplay between chromatin and RNA processing. Curr Opin Plant Biol. 2014;18:60–65. 10.1016/j.pbi.2014.02.006 24631845

[49] JungJ-Y, RiedMK, HothornM, PoirierY. Control of plant phosphate homeostasis by inositol pyrophosphates and the SPX domain. Curr Opin Biotechnol. 2018;49:156–162. 10.1016/j.copbio.2017.08.012 28889038

[50] WildR, GerasimaiteR, JungJ-Y, TruffaultV, PavlovicI, SchmidtA, SaiardiA, JessenHJ, PoirierY, HothornM et al Control of eukaryotic phosphate homeostasis by inositol polyphosphate sensor domains. Science. 2016;352(6288):986–990. 10.1126/science.aad9858 27080106

[51] LiuT-Y, HuangT-K, TsengC-Y, LaiY-S, LinS-I, LinW-Y, ChenJ-W, ChiouT-J. PHO2-dependent degradation of PHO1 modulates phosphate homeostasis in Arabidopsis. Plant Cell. 2012;24(5):2168–2183. 10.1105/tpc.112.096636 22634761PMC3442594

[52] KhanGA, VogiatzakiE, GlauserG, PoirierY. Phosphate Deficiency Induces the Jasmonate Pathway and Enhances Resistance to Insect Herbivory. Plant Physiol. 2016;171(1):632–644. 10.1104/pp.16.00278 27016448PMC4854718

[53] AmesBN. Assay of inorganic phosphate, total phosphate and phosphatases. Methods Enzymol. 1966;8:115–118.

[54] CurtisMD, GrossniklausU. A gateway cloning vectors set for high-throughput functional analysis of genes in planta. Plant Physiol. 2003;133:462–469. 10.1104/pp.103.027979 14555774PMC523872

[55] CloughSJ, BentAF. Floral dip: a simplified method for *Agrobacterium*-mediated transformation of *Arabidopsis thaliana*. Plant J. 1998;6:735–743.10.1046/j.1365-313x.1998.00343.x10069079

[56] DeforgesJ, ReisRS, JacquetP, SheppardS, GeadekarVP, Hart-SmithG, TanzerA, HofackerIL, IseliC, XenariosI et al Control of cognate mRNA translation by *cis*-natural antisense. Plant Physiol. 2019;180(1):305–322. 10.1104/pp.19.00043 30760640PMC6501089

[57] KimD, LandmeadB, SalzbergSL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12(4):357–360. 10.1038/nmeth.3317 25751142PMC4655817

[58] AndersS, PylPT, HuberW. HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[59] LoveM, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550 10.1186/s13059-014-0550-8 25516281PMC4302049

[60] RobinsonJT, ThorvaldsdottirH, WincklerW, GuttmanM, LanderES, GetzG, MesirovJP. Integrative genomics viewer. Nat Biotechnol. 2011;29(1):24–26. 10.1038/nbt.1754 21221095PMC3346182

[61] YooS-D, ChoY-H, SheenJ. Arabidopsis mesophyll protoplasts: a versatile cell system for transient gene expression analysis. Nat Protoc. 2007;2(7):1565–1572. 10.1038/nprot.2007.199 17585298

# Supplementary material for: The transcription and export complex THO/TREX contributes to transcription termination in plants
**Source:** PLoS Genet. 2020 Apr 13;16(4):e1008732. doi: 10.1371/journal.pgen.1008732
**Supplement:** S2 Fig — (A) Relative expression of phosphate starvation-induced genes in the shoots of 4-week-old plants. (B) Lipid quantification in the shoots of 4-week-old plants. DGDG, digalactosyldiacylglycerol; PG, phosphatidylglycerol; PE, phosphatidylethalonamine. Data in A and B are means of three samples from plants grown in independent pots and three technical replicates. Error bars represent standard deviation. Values marked with lowercase letters are statistically significantly different from those for other groups marked with different letters (P < 0.05, ANOVA with the Tukey-Kramer HSD test).

A

*IPS1*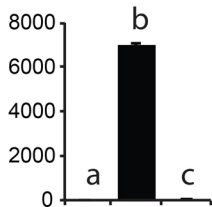*PHO1;H1*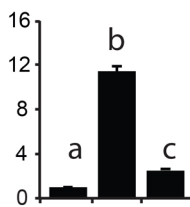*MGD3*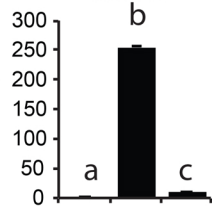*PHT1.4*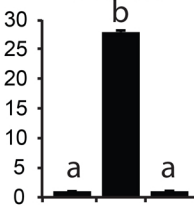*ACP5*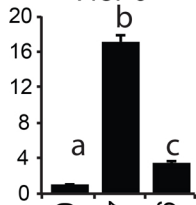*SPX3*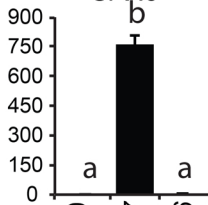

Relative expression

B

DGDG

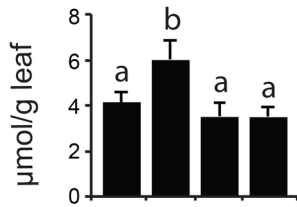

PG

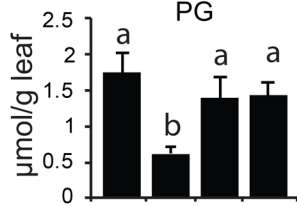

PE

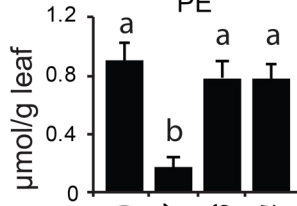

Col-0

*pho1-7**pho1-7 tex1-6*

Col-0

*pho1-7**pho1-7 tex1-6*

Col-0

*pho1-7**pho1-7 tex1-6**tex1-4*

# Supplementary material for: The transcription and export complex THO/TREX contributes to transcription termination in plants
**Source:** PLoS Genet. 2020 Apr 13;16(4):e1008732. doi: 10.1371/journal.pgen.1008732
**Supplement:** S3 Fig — (A) Illumina RNA sequencing reads density graph mapped against the wild-type PHO1 locus. Note that exon 2 of PHO1 is missing in the pho1-7 mutant because of T-DNA insertion while it is present in Col-0. (B) Pac-Bio read density graph showing full length mRNA structure at the PHO1 locus. The top red box shows the location of the T-DNA in pho1-7. pNOS, NOS promoter; NPTII, neomycin phosphotransferase gene; tNOS, NOS terminator. The black boxes below shows the positions of the 15 PHO1 exons, except for exon 2 which is shown in green. Exon 2 is present in Col-0 but deleted in the pho1-7, pho1-7 tex1-4 and pho1-7 hpr1-6 mutants as a result of T-DNA insertion. For each genotype, the sequence of independent cDNAs are shown by individual lines (red and blue lines) with the grey areas representing the sequence density in each region.

# Illumina sequencing

A.

Exon2

PHO1

Col-0

*pho1-7*

Read density

Read density

# Pac-Bio sequencing

B.

1 2 3 4 5 6 7 8 9 10 12 13 14 15

Col-0

*pho1-7*

*pho1-7 tex1-4*

*pho1-7 hpr1-6*

Read density

Read density

Read density

Read density

# Supplementary material for: The transcription and export complex THO/TREX contributes to transcription termination in plants
**Source:** PLoS Genet. 2020 Apr 13;16(4):e1008732. doi: 10.1371/journal.pgen.1008732
**Supplement:** S1 Text

Supplementary Text S1. Sequence of the *pho1-7* locus with the production of the truncated PHO1 protein.

**T-DNA integration in *pho1-7* mutants**

Capital letters show the exon.

Sequence highlighted in blue is T-DNA.

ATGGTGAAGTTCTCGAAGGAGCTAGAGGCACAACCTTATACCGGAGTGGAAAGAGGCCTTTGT  
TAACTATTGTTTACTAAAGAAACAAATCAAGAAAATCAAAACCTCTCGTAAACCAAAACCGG  
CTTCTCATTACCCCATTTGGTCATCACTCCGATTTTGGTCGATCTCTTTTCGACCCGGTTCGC  
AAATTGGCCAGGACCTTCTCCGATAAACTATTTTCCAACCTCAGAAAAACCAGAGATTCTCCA  
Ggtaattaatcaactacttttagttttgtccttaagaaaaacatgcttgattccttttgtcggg  
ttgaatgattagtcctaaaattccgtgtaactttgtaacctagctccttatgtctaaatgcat  
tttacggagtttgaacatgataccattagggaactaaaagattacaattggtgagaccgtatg  
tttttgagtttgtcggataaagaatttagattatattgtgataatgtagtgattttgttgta  
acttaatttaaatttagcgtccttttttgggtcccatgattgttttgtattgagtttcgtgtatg  
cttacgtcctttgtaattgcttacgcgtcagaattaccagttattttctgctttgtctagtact  
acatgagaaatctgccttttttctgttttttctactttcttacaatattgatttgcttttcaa  
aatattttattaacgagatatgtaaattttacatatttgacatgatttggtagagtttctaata  
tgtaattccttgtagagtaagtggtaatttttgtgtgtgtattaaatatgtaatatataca  
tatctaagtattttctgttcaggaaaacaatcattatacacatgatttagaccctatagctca  
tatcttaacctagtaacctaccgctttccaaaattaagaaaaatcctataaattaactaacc  
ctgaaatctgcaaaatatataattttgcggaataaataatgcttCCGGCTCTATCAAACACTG  
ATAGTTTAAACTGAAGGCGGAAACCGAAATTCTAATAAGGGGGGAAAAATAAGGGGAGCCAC  
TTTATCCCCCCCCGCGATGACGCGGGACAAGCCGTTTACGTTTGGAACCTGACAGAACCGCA  
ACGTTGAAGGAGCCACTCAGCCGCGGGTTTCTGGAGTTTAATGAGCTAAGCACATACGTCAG  
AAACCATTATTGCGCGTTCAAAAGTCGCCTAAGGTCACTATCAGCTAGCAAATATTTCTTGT  
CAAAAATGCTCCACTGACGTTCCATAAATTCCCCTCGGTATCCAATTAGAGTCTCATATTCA  
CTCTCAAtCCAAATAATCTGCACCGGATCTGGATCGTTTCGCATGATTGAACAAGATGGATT  
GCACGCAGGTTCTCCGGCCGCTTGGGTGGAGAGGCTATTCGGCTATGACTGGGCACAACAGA  
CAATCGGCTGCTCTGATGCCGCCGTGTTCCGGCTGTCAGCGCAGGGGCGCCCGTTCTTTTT  
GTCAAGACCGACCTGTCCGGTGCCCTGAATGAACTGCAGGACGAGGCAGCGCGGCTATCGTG  
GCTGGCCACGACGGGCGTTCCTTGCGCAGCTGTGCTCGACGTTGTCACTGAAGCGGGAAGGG  
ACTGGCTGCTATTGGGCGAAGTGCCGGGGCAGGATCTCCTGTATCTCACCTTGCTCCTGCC  
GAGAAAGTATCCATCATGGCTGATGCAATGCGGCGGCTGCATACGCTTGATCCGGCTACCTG  
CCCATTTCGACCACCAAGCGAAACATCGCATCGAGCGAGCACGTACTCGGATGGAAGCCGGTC  
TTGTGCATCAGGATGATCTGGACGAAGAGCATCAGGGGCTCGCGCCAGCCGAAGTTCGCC  
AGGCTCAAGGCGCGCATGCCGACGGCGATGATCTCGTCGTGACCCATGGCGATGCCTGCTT  
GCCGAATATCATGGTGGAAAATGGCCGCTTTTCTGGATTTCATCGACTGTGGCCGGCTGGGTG  
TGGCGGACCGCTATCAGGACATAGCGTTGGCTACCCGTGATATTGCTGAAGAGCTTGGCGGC  
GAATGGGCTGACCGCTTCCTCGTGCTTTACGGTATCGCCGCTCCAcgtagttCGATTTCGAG  
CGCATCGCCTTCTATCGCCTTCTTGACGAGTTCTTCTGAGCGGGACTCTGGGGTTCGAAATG  
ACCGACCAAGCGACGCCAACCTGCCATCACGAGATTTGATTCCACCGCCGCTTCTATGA  
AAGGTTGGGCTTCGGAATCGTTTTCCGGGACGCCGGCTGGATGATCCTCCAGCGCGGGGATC  
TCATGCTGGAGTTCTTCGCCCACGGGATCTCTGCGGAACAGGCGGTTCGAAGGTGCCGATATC  
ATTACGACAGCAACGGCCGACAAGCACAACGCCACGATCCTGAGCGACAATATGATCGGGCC  
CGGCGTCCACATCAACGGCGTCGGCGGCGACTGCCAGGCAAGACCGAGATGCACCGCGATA  
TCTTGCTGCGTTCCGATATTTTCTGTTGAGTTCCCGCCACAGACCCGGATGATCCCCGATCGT  
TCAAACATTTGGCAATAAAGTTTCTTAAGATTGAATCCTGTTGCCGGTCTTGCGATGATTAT  
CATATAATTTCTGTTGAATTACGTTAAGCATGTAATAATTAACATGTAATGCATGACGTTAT  
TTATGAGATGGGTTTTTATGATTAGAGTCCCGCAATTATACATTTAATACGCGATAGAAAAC  
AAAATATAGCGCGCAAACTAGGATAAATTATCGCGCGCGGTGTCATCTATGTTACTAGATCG  
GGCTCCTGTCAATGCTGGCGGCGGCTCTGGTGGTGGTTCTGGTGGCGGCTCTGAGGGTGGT  
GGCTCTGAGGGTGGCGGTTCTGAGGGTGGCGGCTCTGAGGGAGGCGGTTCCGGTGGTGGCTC  
TGGTTCCGGTGATTTTGATTATGAAAAGATBGCAAACGCTAATAAGGGGGCTATGACCGAAA

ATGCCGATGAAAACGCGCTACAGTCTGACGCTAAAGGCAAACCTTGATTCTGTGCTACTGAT  
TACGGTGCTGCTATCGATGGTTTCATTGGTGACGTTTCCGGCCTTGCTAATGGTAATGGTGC  
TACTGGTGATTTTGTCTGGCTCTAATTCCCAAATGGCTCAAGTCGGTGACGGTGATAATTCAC  
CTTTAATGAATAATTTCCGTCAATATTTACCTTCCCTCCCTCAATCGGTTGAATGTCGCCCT  
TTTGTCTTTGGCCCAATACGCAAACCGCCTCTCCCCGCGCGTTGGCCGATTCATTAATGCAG  
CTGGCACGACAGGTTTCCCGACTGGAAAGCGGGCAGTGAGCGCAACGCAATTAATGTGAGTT  
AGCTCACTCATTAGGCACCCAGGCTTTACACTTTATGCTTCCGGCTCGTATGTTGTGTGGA  
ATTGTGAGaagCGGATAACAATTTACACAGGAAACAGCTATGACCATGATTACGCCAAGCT  
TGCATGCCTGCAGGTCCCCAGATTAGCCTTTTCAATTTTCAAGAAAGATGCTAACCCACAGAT  
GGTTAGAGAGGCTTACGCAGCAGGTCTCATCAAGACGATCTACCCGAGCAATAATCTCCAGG  
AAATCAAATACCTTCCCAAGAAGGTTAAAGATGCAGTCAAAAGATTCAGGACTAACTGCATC  
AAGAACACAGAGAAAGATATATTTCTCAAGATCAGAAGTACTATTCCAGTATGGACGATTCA  
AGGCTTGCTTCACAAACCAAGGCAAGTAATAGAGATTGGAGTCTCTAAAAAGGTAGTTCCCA  
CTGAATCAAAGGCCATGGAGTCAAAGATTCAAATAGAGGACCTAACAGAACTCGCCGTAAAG  
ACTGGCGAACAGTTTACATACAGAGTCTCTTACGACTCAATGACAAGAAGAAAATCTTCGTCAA  
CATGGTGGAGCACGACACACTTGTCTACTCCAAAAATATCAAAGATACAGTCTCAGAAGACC  
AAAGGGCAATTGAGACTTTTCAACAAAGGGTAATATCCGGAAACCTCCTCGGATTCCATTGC  
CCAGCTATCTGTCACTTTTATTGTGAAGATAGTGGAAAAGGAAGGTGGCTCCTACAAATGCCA  
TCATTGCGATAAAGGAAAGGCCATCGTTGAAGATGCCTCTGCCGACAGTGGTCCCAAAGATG  
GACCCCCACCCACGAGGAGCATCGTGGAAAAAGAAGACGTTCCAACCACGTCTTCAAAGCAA  
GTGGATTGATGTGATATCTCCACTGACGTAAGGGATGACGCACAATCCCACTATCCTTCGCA  
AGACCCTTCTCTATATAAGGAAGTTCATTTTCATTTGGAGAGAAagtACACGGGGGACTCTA  
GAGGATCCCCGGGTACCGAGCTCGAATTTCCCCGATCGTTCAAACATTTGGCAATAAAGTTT  
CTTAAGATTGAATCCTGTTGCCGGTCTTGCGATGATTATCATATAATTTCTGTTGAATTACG  
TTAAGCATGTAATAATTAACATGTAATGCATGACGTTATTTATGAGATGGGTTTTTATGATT  
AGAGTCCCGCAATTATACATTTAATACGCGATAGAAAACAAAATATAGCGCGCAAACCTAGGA  
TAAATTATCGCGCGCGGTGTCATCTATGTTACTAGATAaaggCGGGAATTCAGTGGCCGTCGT  
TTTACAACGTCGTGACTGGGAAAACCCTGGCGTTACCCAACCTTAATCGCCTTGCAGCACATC  
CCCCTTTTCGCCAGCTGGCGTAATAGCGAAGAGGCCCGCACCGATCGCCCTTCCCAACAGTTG  
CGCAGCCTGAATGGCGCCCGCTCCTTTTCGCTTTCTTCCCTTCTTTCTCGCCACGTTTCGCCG  
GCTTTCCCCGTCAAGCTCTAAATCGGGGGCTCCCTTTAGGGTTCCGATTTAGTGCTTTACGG  
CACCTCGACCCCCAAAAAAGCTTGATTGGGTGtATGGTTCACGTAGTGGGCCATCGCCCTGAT  
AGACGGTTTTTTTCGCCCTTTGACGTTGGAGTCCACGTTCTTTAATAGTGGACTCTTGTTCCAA  
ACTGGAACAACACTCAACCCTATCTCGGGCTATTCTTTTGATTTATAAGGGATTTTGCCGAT  
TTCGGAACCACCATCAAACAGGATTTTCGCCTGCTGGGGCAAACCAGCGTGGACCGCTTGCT  
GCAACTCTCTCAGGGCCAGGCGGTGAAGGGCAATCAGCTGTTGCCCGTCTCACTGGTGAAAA  
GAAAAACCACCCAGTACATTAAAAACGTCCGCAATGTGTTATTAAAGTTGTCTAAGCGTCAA  
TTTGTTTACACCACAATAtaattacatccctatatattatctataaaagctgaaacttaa  
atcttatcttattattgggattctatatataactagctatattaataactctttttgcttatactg  
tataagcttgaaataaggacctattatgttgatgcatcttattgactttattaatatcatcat  
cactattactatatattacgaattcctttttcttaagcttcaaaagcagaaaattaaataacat  
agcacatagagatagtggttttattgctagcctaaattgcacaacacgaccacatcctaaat  
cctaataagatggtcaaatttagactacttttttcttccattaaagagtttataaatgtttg  
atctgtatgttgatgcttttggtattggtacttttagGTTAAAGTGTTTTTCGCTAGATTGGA  
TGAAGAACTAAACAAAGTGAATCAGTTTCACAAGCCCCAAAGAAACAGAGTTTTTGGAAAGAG  
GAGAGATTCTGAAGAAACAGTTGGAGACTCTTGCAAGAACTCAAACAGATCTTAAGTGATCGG  
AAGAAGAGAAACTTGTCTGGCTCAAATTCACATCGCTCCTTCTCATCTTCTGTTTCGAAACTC  
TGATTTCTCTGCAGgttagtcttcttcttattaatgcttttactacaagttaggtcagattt  
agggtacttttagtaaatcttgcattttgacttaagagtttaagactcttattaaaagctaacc  
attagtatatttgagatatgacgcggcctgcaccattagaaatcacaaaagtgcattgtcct  
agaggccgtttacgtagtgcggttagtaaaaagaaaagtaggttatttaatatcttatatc  
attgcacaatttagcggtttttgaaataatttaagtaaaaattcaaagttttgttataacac

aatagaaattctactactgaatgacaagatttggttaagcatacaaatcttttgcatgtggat  
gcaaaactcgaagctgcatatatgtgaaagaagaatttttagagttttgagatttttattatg  
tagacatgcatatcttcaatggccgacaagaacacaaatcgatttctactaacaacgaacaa  
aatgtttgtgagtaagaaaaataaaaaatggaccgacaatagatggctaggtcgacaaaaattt  
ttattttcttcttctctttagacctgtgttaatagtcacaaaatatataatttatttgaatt  
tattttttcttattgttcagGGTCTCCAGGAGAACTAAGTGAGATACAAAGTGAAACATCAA  
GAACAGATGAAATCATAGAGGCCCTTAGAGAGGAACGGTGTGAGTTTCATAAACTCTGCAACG  
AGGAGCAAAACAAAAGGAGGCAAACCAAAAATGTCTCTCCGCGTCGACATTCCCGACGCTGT  
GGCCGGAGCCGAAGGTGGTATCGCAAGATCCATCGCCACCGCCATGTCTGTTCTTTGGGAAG  
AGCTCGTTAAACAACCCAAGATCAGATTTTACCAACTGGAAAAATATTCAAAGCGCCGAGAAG  
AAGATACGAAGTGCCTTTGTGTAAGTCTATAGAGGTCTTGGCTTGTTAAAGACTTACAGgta  
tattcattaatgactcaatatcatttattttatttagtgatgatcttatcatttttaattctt  
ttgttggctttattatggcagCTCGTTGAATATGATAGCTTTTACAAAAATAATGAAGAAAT  
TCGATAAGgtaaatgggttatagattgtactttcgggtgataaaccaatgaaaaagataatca  
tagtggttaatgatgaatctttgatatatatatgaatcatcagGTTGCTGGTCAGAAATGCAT  
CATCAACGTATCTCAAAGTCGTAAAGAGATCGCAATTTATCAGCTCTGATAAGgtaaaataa  
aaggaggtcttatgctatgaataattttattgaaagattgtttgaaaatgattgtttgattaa  
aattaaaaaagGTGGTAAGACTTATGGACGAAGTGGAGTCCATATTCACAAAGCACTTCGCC  
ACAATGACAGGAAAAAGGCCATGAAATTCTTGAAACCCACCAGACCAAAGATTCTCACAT  
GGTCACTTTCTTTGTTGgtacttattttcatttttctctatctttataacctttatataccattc  
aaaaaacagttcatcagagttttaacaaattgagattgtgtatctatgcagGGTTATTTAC  
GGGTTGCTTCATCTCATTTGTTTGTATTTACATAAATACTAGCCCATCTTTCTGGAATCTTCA  
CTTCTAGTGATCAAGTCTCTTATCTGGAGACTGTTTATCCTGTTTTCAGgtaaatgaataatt  
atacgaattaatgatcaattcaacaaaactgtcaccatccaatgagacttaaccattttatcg  
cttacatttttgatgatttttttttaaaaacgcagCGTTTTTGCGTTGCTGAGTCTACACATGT  
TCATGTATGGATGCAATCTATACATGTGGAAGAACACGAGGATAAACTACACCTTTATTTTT  
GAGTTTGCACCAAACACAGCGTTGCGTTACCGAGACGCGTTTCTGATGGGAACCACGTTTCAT  
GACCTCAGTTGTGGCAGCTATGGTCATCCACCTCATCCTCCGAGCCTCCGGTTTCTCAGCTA  
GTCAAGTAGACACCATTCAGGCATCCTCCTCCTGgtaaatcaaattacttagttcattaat  
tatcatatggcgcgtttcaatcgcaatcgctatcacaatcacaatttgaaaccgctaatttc  
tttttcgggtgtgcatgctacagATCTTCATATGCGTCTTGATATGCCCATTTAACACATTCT  
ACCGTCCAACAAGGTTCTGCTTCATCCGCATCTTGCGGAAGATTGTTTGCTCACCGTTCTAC  
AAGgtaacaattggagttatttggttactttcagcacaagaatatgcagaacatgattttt  
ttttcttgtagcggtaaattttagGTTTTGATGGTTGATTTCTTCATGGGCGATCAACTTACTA  
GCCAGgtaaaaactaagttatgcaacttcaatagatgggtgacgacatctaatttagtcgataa  
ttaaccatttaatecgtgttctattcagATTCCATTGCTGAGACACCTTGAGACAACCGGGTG  
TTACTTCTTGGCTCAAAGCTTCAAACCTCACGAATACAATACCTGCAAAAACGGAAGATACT  
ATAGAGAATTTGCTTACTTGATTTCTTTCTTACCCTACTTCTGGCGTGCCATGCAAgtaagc  
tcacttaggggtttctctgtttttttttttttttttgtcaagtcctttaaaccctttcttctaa  
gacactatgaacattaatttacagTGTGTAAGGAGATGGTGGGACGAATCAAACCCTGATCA  
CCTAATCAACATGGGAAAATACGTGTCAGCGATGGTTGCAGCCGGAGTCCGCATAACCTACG  
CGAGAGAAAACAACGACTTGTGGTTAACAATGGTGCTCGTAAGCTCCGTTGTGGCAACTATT  
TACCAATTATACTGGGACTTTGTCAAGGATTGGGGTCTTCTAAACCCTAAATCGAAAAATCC  
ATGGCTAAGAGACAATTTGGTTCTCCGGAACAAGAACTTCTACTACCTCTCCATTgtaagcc  
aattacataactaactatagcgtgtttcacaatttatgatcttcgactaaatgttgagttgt  
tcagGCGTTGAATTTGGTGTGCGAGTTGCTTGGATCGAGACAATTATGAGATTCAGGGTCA  
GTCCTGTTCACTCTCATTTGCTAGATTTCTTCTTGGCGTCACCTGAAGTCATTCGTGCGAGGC  
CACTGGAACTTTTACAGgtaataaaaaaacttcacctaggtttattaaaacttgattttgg  
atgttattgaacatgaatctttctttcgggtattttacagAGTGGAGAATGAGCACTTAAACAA  
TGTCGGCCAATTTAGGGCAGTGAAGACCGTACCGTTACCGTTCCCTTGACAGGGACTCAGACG  
GTAA

## PHO1 coding cDNA

Sequence highlighted in green is deleted in *pho1-7* mutants (exon 2)

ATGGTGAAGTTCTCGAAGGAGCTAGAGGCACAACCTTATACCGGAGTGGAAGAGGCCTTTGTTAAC  
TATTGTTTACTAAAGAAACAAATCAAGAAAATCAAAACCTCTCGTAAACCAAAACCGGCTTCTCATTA  
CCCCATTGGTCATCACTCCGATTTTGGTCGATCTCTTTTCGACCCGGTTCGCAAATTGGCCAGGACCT  
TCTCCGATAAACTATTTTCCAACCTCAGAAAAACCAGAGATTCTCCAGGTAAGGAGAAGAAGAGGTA  
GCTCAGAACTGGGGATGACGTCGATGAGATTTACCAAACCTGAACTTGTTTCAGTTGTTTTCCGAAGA  
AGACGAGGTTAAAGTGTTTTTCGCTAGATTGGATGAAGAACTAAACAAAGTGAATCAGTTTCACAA  
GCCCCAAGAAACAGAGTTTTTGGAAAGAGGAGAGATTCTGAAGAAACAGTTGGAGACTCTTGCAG  
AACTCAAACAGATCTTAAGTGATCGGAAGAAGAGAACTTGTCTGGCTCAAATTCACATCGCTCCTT  
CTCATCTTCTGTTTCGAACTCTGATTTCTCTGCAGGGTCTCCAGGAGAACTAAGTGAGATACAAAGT  
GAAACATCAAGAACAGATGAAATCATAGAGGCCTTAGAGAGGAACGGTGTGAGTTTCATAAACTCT  
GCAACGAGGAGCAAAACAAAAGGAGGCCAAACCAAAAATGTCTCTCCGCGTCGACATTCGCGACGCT  
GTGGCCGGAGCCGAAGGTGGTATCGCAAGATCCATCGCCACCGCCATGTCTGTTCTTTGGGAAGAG  
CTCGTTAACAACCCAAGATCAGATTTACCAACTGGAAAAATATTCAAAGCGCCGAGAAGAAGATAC  
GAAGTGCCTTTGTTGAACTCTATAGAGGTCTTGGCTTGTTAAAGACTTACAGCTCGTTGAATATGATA  
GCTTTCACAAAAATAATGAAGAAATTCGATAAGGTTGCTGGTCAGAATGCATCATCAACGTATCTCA  
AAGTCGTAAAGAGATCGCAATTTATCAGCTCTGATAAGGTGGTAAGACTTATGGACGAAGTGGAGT  
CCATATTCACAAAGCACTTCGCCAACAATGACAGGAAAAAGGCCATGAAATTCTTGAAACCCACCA  
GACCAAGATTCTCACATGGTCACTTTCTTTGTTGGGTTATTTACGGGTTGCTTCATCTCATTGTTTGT  
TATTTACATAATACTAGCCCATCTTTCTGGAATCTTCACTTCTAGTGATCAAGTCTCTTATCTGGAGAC  
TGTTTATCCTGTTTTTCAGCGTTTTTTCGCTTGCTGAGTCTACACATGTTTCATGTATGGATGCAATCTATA  
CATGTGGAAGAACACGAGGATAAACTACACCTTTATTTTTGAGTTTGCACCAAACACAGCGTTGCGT  
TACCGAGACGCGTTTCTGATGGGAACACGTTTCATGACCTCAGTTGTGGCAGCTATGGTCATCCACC  
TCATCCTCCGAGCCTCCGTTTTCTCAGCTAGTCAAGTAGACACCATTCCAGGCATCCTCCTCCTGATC  
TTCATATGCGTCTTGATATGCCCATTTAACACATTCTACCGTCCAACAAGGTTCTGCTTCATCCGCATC  
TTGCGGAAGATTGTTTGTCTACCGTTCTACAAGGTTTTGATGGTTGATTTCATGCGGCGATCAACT  
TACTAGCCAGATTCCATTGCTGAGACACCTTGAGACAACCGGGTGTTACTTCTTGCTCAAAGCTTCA  
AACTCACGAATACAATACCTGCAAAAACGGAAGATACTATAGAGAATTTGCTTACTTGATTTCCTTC  
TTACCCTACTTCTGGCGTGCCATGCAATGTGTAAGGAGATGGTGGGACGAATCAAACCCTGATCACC  
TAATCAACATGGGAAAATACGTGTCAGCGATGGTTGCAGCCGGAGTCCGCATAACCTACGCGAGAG  
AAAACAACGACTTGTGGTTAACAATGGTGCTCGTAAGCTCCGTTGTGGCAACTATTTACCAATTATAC  
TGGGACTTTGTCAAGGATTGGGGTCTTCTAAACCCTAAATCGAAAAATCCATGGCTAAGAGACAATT  
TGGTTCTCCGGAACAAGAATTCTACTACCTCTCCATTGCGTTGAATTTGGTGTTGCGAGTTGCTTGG  
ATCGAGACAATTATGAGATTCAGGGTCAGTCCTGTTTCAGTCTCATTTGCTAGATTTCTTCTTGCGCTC  
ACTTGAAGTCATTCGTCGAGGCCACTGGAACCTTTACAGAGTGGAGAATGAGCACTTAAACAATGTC  
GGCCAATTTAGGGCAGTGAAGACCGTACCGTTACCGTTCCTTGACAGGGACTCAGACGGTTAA

## PHO1 protein sequence

Sequence highlighted in red is deleted in *pho1-7* mutants

Sequence underlined form the 3 SPX subdomains, with amino acids in **green** involved in inositol polyphosphate binding

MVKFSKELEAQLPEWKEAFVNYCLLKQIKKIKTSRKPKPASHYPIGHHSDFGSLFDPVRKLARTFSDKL  
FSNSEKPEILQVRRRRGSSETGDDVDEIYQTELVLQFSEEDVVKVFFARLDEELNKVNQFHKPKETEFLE  
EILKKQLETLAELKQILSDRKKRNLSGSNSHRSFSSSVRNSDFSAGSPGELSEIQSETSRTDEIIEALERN  
GVS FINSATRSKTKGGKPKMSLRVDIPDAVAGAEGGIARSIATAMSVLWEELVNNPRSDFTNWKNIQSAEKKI  
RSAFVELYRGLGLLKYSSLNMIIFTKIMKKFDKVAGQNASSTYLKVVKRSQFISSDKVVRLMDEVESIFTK  
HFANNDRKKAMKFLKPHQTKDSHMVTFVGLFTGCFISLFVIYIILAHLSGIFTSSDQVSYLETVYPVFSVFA  
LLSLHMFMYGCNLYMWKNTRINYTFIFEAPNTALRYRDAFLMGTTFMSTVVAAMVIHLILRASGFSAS  
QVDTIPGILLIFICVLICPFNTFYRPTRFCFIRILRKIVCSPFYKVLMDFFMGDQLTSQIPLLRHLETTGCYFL  
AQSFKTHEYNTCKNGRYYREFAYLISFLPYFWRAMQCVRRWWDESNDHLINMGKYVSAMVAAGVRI  
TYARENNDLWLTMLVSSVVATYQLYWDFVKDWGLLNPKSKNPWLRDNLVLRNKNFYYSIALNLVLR  
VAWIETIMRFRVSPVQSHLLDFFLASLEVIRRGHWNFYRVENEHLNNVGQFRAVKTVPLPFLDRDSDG

How the deposited data were processed for this re-analysis (not part of the article)

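RNA of roots was measured in 2 experiments. In pots, Col-0, pho1-7, pho1-7 tex1-4 and pho1-7 hpr1-6 had 2 samples each; on agar plates, Col-0 and tex1-4 had 3 each. The deposited values are counts of reads per gene and counts of reads per 3' UTR extension, which the authors made with Hisat2 and HTSeq-count on TAIR10.31 and did not normalize. The extensions themselves were defined by the authors from normalized coverage in intergenic bins, so the set of 1462 extensions is theirs, and an extension that they did not assemble was not tested.

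Conditions and replicate numbers were taken from the sample labels and checked against the paper's methods. All tests on counts were run with edgeR 4.0.16 in R 4.3.3, with DESeq2 1.42.0 as the other tool. For extensions, each sample gave 2 observations, the extension count and the gene-body count. The model had a term for the sample, for the kind of count and for the kind of count in each genotype, and the last is the change in the ratio. Because each sample has its own term, library normalization cannot move this test. An extension needed at least 10 reads over the samples of the fit. It was called raised or lowered at an adjusted p under 0.1 (Benjamini-Hochberg) and a ratio changed over 2-fold, the thresholds the paper states. In the setting with DESeq2 on the extension counts alone, only the p-value came from those counts, adjusted over genes and extensions together. The 2-fold threshold stayed on the ratio. The 8 pot samples were fitted together and the 6 plate samples separately. For genes, edgeR's quasi-likelihood test was used after filterByExpr and TMM normalization, with the same thresholds in either direction. Standard errors were computed from the log2 change and the F statistic. Overlaps of lists were tested with a one-sided Fisher's exact test, which treats extensions and not plants as the units.

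The tests were tried on simulated data with 200 features changed 4-fold, drawn from the means and library sizes of the real samples with the same spread for every gene. That spread was fixed and not fitted to the real data, so the rates describe the simulation. The ratio test recovered 95.0% of them at the pot sample size and 98.0% at the plate sample size, and the gene test 100.0% and 98.5%. Gene-body depth was at least 56068761 reads in every sample, but the median extension had only 46 to 85 reads per sample, so an extension with few reads has a large standard error.

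The replicate numbers come from the sample labels. The paper does not describe the samples as paired, and the correlation of same-numbered deviations across genes lay between -0.176 and 0.227, so the results without the block are the main ones and those with the block are given beside them.

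Gene names, neighbouring genes and sequences came from the TAIR10.1 reference. Of the 1462 extensions, 1451 (99.2%) had their gene in it. Windows around 3' ends were compared with a permutation test of 100000 draws, and gene lists with 10000 random lists matched on mean expression, in Python 3.11.15 with SciPy 1.17.1. These windows around the 3' ends were chosen after the data were examined, while the AATAAA windows were set earlier. The authors' extension coordinates and the ends of TAIR10.31 were not used here.

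Before the data were examined, the genes to be named were fixed by rule. They are the genes the paper names for its own RNA data and the 5 extensions with the largest mean log2 change among those raised in both double mutants and on plates, with every mutant replicate above every Col-0 replicate of its experiment. They also include up to 5 extensions raised in pho1-7, the 3 largest in each test of a difference, up to 2 risen and 2 fallen genes per comparison by adjusted p, and the 2 lowered extensions with the smallest adjusted p in each mutant comparison. The tests, thresholds and main comparisons were set at the same time. The alternatives were other tools, filters, thresholds, sets of samples, the replicate block and leaving out each replicate. Enrichment of gene categories was not analysed here.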

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

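The main tests, their thresholds and the other settings were chosen before the data were examined; in this part, only the crossed replicate numbers were chosen after the result was seen.

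Lowered extensions are not discussed in the paper. Against Col-0, the ratio to the gene body was lowered for 91 of 1458 extensions in pho1-7 tex1-4 and 115 in pho1-7 hpr1-6, where pho1-7 itself had 12, and for 36 of 1430 in tex1-4 on plates. A rise of the gene body in place of a fall of the extension was tested on the extension counts alone. They were under 0.5 times the control in 78.0%, 72.2% and 83.3% of the lowered extensions, so the gene body does not account for most of them. Whether a less expressed neighbour or transcripts on the other strand contribute was not tested, and the lowered ratios are left without a cause.

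The tex1-4 effect was set against pho1-7 in pots and against Col-0 on plates, and 43 extensions differed between these effects. The 3 with the largest difference were AT1G01620 (PIP1C, -5.49, standard error 1.51, adjusted p = 0.0462), AT1G62570 (-4.26, standard error 1.06, adjusted p = 0.0273) and AT5G25280 (-2.64, standard error 0.693, adjusted p = 0.0346), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On plates these 3 rest on few reads, with 0 to 0, 0 to 1 and 1 to 7 extension reads per Col-0 sample. Few reads were tested as an explanation for the whole set, and the lower of the 2 medians of reads per sample was 53.7 for the 43 extensions. A different change of the gene body was tested as well, and 88.4% of the 43 kept a difference over 2-fold in the extension counts alone. With DESeq2, 14 extensions differed. Growth, age, library type and the pho1-7 background all differ between the 2 experiments and cannot be told apart.

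Changes across all genes are not reported in the paper. They came to 411 genes in pho1-7 against Col-0, 1102 in pho1-7 tex1-4 and 1140 in pho1-7 hpr1-6 against pho1-7, and 1179 in tex1-4 against Col-0 on plates. With the replicate number as a block, the counts were 392, 1110, 1137 and 1075, and the pairing check gave correlations across genes of -0.176, -0.0939, 0.0297 and -0.000823. With the pho1-7 numbers crossed, the first count was 415. Gene length was tested as a source of bias, with Spearman correlations to the log2 fold change of -0.0657 for pho1-7 tex1-4, 0.0247 for pho1-7 hpr1-6 and -0.144 for tex1-4 on plates, and GC content with -0.0082, 0.0516 and 0.0318. None of these 6 values reached 0.3 in size. Library or growth batches were not tested, so a biological reading is left open.

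The 6 plate samples were also split in other ways. Of the 4 splits that part as many same-numbered pairs, 1 gave as many raised extensions and 1 as many changed genes, in each case the split by genotype, and the other 9 of all 10 splits gave 0 calls. So few splits cannot on their own rule out that the samples fell into these groups by chance. Separate samples bear on the raised extensions. Of the 156 raised on plates and tested in both experiments, 54 were also raised in pho1-7 tex1-4 in pots. Only 7.33 would be shared by chance (one-sided Fisher's exact test, p = 9.64e-44, which describes the lists). For these 54 extensions the overlap argues against such a grouping, and it does not cover the changed genes.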

How the results depend on the processing

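The other settings were chosen before the data were examined, except the crossed replicate numbers, the second comparison for the base composition and the settings for single named genes, which were chosen only after the results were seen.

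The PHO1 log2 fold changes kept their direction in the settings tested, and with all samples kept they also stayed on the same side of the adjusted p and 2-fold thresholds. Leaving out each replicate in turn gave -2.42 to -2.32 for pho1-7 against Col-0, -1.40 to -1.23 for pho1-7 tex1-4 against Col-0, and 0.97 to 1.14 and 0.51 to 0.69 for the double mutants tex1-4 and hpr1-6 against pho1-7. The lowest value for tex1-4, without its replicate 2, is under 2-fold. These fits have 1 sample in an arm and give values only. The number of extensions raised in pho1-7 was 2 in all 10 other settings. Raised extensions ranged from 47 to 71 in pho1-7 tex1-4 against Col-0, from 49 to 69 and from 35 to 46 in the double mutants against pho1-7, and from 122 to 158 on plates. Without each plate replicate in turn they were 137 to 167 on plates, with 48 to 54 shared with pots and 881 to 1317 changed genes.

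A few counts moved by more than 1.5-fold. With DESeq2 in place of edgeR in the ratio model, 46 extensions differed between the double mutants and 14 between pots and plates, and with DESeq2 on the extension counts alone, 38 differed between the double mutants. With a raised ratio required against both Col-0 and pho1-7, pho1-7 hpr1-6 had 34 extensions and the double mutants shared 19. In each case the cause was not tested.

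Reversed signs were seen for HPR1 (AT5G09860) in pho1-7 tex1-4 against pho1-7, from a log2 fold change of 0.02 to -0.0011 with DESeq2, -0.0012 with DESeq2's size factors and -0.0020 without the filter. MGD3 (AT2G11810) in pho1-7 hpr1-6 against Col-0 changed to 0.016 without the filter. On plates, the fits that each left out 1 replicate gave -0.21 to 0.57 for IPS1 (AT3G09922), with the reversed sign without tex1-4 replicate 2, and -0.25 to 0.19 for ACP5 (AT3G17790), reversed without Col-0 replicate 2. They gave -0.41 to 0.54 for SPX3 (AT2G45130), reversed without tex1-4 replicate 2 and, at -0.105, without Col-0 replicate 3. The share of A from 30 to 11 nucleotides upstream was higher by 0.0721 percentage points against genes with extensions tested and not raised. The cause was not tested.

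Among named extensions, 5 of 112 values under another model or block were weaker, and of 260 values without a replicate, 7 were weaker and 11 moved. Among named genes, 3 of 386 values were weaker, 1 stronger and 4 reversed, and of 348 values without a replicate, 5 were weaker, 2 stronger, 4 moved and 4 reversed. Depth limits the extensions and the genes with few reads, such as SPX3, with 19 to 71 reads per plate sample, and IPS1, with 27 to 79. AT1G03160 had 3 to 4 reads on its extension in Col-0 pots, and its change in pho1-7 moved when pho1-7 replicate 2 was left out.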

Differences from the paper's values

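The test of bases around gene ends was chosen only after the data were seen. On plates, 157 extensions were raised in tex1-4 against Col-0, against the paper's 77. The closest setting, DESeq2 on the extension counts alone, gave 122, and none of the alternatives set before the data were examined closed the gap.

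In pots, 28 extensions were raised in pho1-7 hpr1-6 alone, against the paper's about 13 in Fig 6B, read by eye. Of the alternatives set before the data were examined, 1 closed the gap: requiring a raised ratio against both Col-0 and pho1-7 left 15, and with it 19 extensions were shared by the 2 double mutants and not in pho1-7, against the paper's 38. Raised in all 3 mutant genotypes was 1 extension, against the paper's about 2 in Fig 6B, read by eye. Raised in pho1-7 alone were 0 extensions, against the paper's about 1 in Fig 6B, read by eye; at an unadjusted p under 0.05, 5 extensions were raised in pho1-7 against Col-0, alone or with the double mutants. For the last 2 values, none of the alternatives set before the data were examined closed the gap.

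The paper describes the extensions of the tex1 and hpr1 mutants as shared for the most part. Here 42.6% of the pho1-7 tex1-4 extensions and 50.9% of the pho1-7 hpr1-6 extensions were shared. The paper reports no significant difference in the bases around the cleavage site for genes with extensions, and names their low number as a limit. At the annotated TAIR10.1 ends, used here in place of cleavage sites, U from 15 to 35 nucleotides downstream was higher by 2.8 percentage points in genes with extensions (two-sided permutation test, p = 0.00733, adjusted p = 0.022). Against genes with extensions tested and not raised, a comparison chosen after seeing the data, the difference was 1.53 (adjusted p = 0.26 from the same permutation test).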

Other observations

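The tests of extensions that were not called, of the share of risen next genes, of next genes by strand, of the move back towards Col-0 and of chromosome 2 were chosen only after the results were seen.

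Several technical explanations of the raised extension ratios were tested in pho1-7 tex1-4, pho1-7 hpr1-6 and tex1-4 on plates, each against Col-0. A fall of the gene body was tested on the extension counts alone, which rose over 2-fold in 76.8%, 76.3% and 79.0% of the raised extensions. A rise downstream of all genes was tested on the extensions not called, with median log2 changes of -0.00929, -0.125 and 0.202. Lower expression of the genes themselves was tested against 10000 random lists matched on mean expression, where their median log2 fold change lay at percentiles 24.0, 5.21 and 8.64, the last 2 close to the threshold of 5. The first and the third were not borne out by these values. The extensions not called cannot decide the second, since they were chosen for not passing the threshold. Across all 1458 extensions tested in pots, the median log2 change of the ratio was -0.0169 in pho1-7 tex1-4 and -0.139 in pho1-7 hpr1-6. There 69 were raised and 91 lowered in pho1-7 tex1-4, and 59 raised and 115 lowered in pho1-7 hpr1-6. These values argue against a general rise in pots. For plates the second explanation stays open. On plates the median log2 change across all 1430 extensions was 0.24, and by adjusted p alone 334 were higher and 71 lower, so a general rise could contribute there.

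Reads from a more expressed next gene could contribute, since the median log2 fold change of the next genes lay at percentiles 100.0, 99.7 and 99.9 of matched random lists. By strand, next genes on the same strand lay at 99.9, 99.9 and 99.5, and those on the opposite strand at 12.0, 85.4 and 94.6. A next gene that rose over 2-fold was found for 11.8%, 12.1% and 6.41% of the raised extensions with a next gene. Only 53, 43 and 112 next genes had enough reads for a test, of which 8, 7 and 10 rose. The next gene lay on the same strand more often than for other extensions in pho1-7 tex1-4 (two-sided Fisher's exact test, p = 0.0211), but not in pho1-7 hpr1-6 (p = 0.333 from the same exact test) or on plates (p = 1 from the same exact test). Transcription running into the next gene and reads that begin in the next gene may both give these values, and the counts cannot tell them apart.

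Shared control samples were tested as an explanation of the overlap between the mutants. With separate controls, pho1-7 hpr1-6 against pho1-7 in pots and tex1-4 against Col-0 on plates shared 29 extensions (one-sided Fisher's exact test, p = 2.41e-19, which describes the lists).

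Genes higher in pho1-7 might move back towards Col-0 in the double mutants through noise in the shared pho1-7 samples. With 206 genes chosen on pho1-7 replicate 1 and measured against replicate 2, the median log2 change was -0.858 in pho1-7 tex1-4 and -0.0301 in pho1-7 hpr1-6, where pho1-7 replicate 2 itself lay 0.91 above Col-0. For 263 genes lower in pho1-7 replicate 1, the median log2 changes were 0.381 and 0.367. The replicate used for the measurement did not choose the genes. Noise in pho1-7 replicate 1 alone therefore does not account for the fall of the higher genes in pho1-7 tex1-4. Noise common to both pho1-7 samples is not removed by this split, so it stays open. In pho1-7 hpr1-6 the median of the higher genes showed almost no fall, which does not hold for each gene. Among the phosphate starvation genes the paper names, log2 fold changes there against pho1-7 were -3.28 for IPS1, -1.99 for MGD3 and -1.40 for SPX3. They were -0.55 for PHO1;H1 and -0.43 for ACP5, while PHT1;4 did not fall, at 0.25.

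Several of the genes most changed in pho1-7 lie on chromosome 2, and a region of another origin in that line could have caused this. Of 410 changed genes, 13.7% lay there, and 15.4% of 21433 others (one-sided Fisher's exact test, p = 0.845). A count over the whole chromosome cannot show or exclude a smaller region, so the explanation stays open.

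The paper cites RTE1 (AT2G26070) from other work. Its log2 fold change against Col-0 was 0.03 in pho1-7 tex1-4 (adjusted p = 0.797), -0.29 in pho1-7 hpr1-6 (adjusted p = 0.0193) and 0.19 in tex1-4 on plates (adjusted p = 0.12), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.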
